# A genome-wide assessment of conserved SNP alleles reveals a panel of regulatory SNPs relevant to the peripheral nerve

**DOI:** 10.1186/s12864-018-4692-z

**Published:** 2018-05-02

**Authors:** William D. Law, Elizabeth A. Fogarty, Aimée Vester, Anthony Antonellis

**Keywords:** SOX10, Schwann cells, Peripheral nerve, Transcriptional regulation, Neuropathy, TUBB2B, Enhancer

## Abstract

**Background:**

Identifying functional non-coding variation is critical for defining the genetic contributions to human disease. While single-nucleotide polymorphisms (SNPs) within *cis*-acting transcriptional regulatory elements have been implicated in disease pathogenesis, not all cell types have been assessed and functional validations have been limited. In particular, the cells of the peripheral nervous system have been excluded from genome-wide efforts to link non-coding SNPs to altered gene function. Addressing this gap is essential for defining the genetic architecture of diseases that affect the peripheral nerve. We developed a computational pipeline to identify SNPs that affect regulatory function (rSNPs) and evaluated our predictions on a set of 144 regions in Schwann cells, motor neurons, and muscle cells.

**Results:**

We identified 28 regions that display regulatory activity in at least one cell type and 13 SNPs that affect regulatory function. We then tailored our pipeline to one peripheral nerve cell type by incorporating SOX10 ChIP-Seq data; SOX10 is essential for Schwann cells. We prioritized 22 putative SOX10 response elements harboring a SNP and rapidly validated two rSNPs. We then selected one of these elements for further characterization to assess the biological relevance of our approach. Deletion of the element from the genome of cultured Schwann cells—followed by differential gene expression studies—revealed *Tubb2b* as a candidate target gene. Studying the enhancer in developing mouse embryos revealed activity in SOX10-positive cells including the dorsal root ganglia and melanoblasts.

**Conclusions:**

Our efforts provide insight into the utility of employing strict conservation for rSNP discovery. This strategy, combined with functional analyses, can yield candidate target genes. In support of this, our efforts suggest that investigating the role of *Tubb2b* in SOX10-positive cells may reveal novel biology within these cell populations.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4692-z) contains supplementary material, which is available to authorized users.

## Background

The identification of functional genetic variation is critical for understanding the allelic, locus, and clinical heterogeneity of human inherited disease. Genome-wide association studies (GWAS) have identified common variants in non-coding sequences—including transcriptional regulatory elements—that have implications for defining disease-causing and disease-modifying variants [1]. A major challenge remains in understanding the functional consequences of the implicated variants, which are frequently single-nucleotide polymorphisms (SNPs). Predicting the functional effects of SNPs is difficult due to many factors including limited knowledge of *cis*-acting regulatory elements (CREs) and an incomplete vocabulary of transcription factor binding sites (TFBS), especially in understudied cell populations. Furthermore, it is difficult to predict the location of CREs as they may reside anywhere in the genome and millions of base pairs distal to the genes that they regulate [2]. While ENCODE improved our TFBS vocabulary and, as a consequence, our understanding of functional genetic variation, many tissue types have not been assessed and many of these predictions have not been functionally validated [3]. The ability to predict the effect of non-coding variation on gene expression and rapidly validate genomic regions for *cis*-regulatory activity will aid the identification of modifiers of human disease [4].

Charcot-Marie-Tooth (CMT) disease displays vast clinical heterogeneity and variable penetrance. CMT is an inherited peripheral neuropathy that affects 1 in 2500 individuals worldwide and is characterized by impaired motor and sensory nerve function in the distal extremities [5]. CMT is subdivided into two major classes: demyelinating (CMT1) and axonal (CMT2) [6]. CMT1 affects Schwann cell myelination and, predictably, genes associated with CMT1, including myelin protein zero (*MPZ*) [7, 8] and peripheral myelin protein 22 (*PMP22*) [9, 10], are critical for that process. Similarly, the genes implicated in CMT2, which affects motor and sensory axons, include neurofilament light chain (*NEFL*) [11] and mitofusin 2 (*MFN2*) [12], which are critical for axon function. Interestingly, while over 80 genes have been implicated in CMT disease [13], phenotypic variability is observed even among patients with a molecularly indistinguishable mutation. For example, patients with a duplication of *PMP22* have variable age of onset (3-73 years of age), variable motor and sensory nerve involvement, and display a broad spectrum of severity, ranging from mild difficulty in walking or running to impairment requiring a wheelchair [14].

Among genetic variants that may modify human disease phenotypes, regulatory SNPs (rSNPs) present a unique challenge. Single-base-pair changes within sequence space that lacks a vocabulary leave few clues to their influence. rSNPs typically reside within transcriptional regulatory elements and have allele-specific effects on gene expression. An rSNP may increase regulatory activity as demonstrated by the rSNP within an enhancer at *NOS1AP* that elevates risk of cardiac arrhythmias [15]. Conversely, rSNPs may decrease regulatory activity as observed at *SH3TC2*, where the minor allele greatly reduces the binding ability of CREB [16]. Finally, an rSNP may create a novel TFBS as observed within the *TNF* promoter region, which results in the establishment of an OCT-1 binding site and increased gene expression [17]. While the cause of clinical variability within CMT disease is unknown, one possibility is that rSNPs, likely within TFBSs, may affect gene function in the cells of the peripheral nerve and exacerbate or alleviate the disease phenotype. Consistent with this notion, mutations in the promoter of *GJB1* cause CMT disease [18]. A subset of *GJB1* promoter mutations disrupt binding of the transcription factor SOX10, which is critical for Schwann cell development and function; SOX10 directly regulates genes important for Schwann cells and that have been implicated in demyelinating CMT disease (e.g., *MPZ*, *GJB1*, and *PMP22*) [19–21].

Here, we describe a genome-wide search for rSNPs with potential relevance to the peripheral nerve. We developed a computational pipeline to identify human non-coding genomic sequences that harbor a SNP with a major allele that is conserved among diverse vertebrate species: human, mouse, and chicken. Subsequently, we undertook a pilot functional evaluation of a subset of conserved genomic segments via luciferase assays in three cell lines relevant to the peripheral nerve and CMT disease: Schwann cells, motor neurons, and muscle cells. Finally, we deeply characterized one validated rSNP, demonstrating that it resides in a SOX10-responsive CRE that may regulate *Tubb2b*, which is mutated in patients with asymmetric polymicrogyria [22]. Interestingly, our results show that strict conservation analyses may not consistently enrich for CREs and associated rSNPs, thus underscoring the employment of complementary approaches.

## Results

### Genome-wide computational predictions of regulatory SNPs (rSNPs)

To identify and prioritize a set of putative CREs that harbor rSNPs, we developed a novel computational pipeline (Fig. 1). First, the human (hg18), mouse (mm9), and chicken (Gal3) genomes were downloaded from the UCSC Genome Browser [23], aligned using MultiPipMaker [24], and the alignments analyzed using ExactPlus [25] to identify genomic segments that are identical among the three species and at least five base pairs in length [26]. Next, conserved regions overlapping a SNP that was ‘validated by-frequency’ [i.e., SNPs that were submitted (dbSNP 130) with allele frequency information] were identified to generate a panel of conserved regions harboring a SNP. A similar analysis was performed using dbSNP 142 (Additional file 1: Figure S1). Finally, regions that overlapped exons (≥1 bp) were removed using the RefSeq database. The above process established a panel of 6197 SNPs that reside within 6164 conserved, non-coding sequences (Additional file 2).

**Fig. 1:**
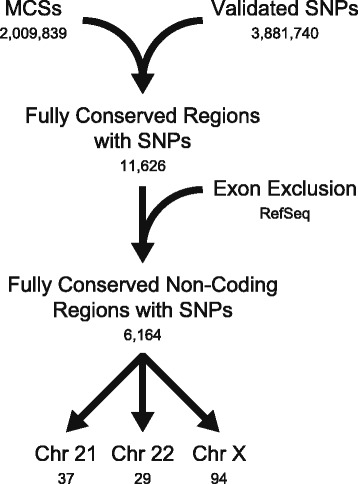
A computational pipeline to identify putative regulatory SNPs. The human, mouse, and chicken genomes were aligned, and genomic segments five base-pairs in length or greater and identical in all three species were identified to compile a panel of multiple-species conserved sequences (MCSs). Overlap between the MCS dataset and validated ‘by-frequency’ SNPs from db SNP130 was determined. Exons were excluded using RefSeq entries, and a pilot set of 160 regions were identified on chromosomes 21, 22, and X. The number of regions in each resulting dataset are indicated below the label

### Identification of enhancers relevant to the peripheral nerve

To validate the efficacy of our computational approach, we selected a set of 160 regions (~ 2.5% of the total dataset; Additional file 3), which includes all genomic segments harboring a SNP that we identified on chromosome X (94 regions), chromosome 22 (29 regions), and chromosome 21 (37 regions). To functionally assess these 160 genomic segments, we tested each for the ability to direct luciferase reporter gene expression in vitro using immortalized cell lines relevant to the peripheral nerve: Schwann cells (S16), motor neurons (MN1), and muscle cells (myoblasts; C2C12). S16 cells are an immortalized rat Schwann cell line that expresses myelin-associated genes (e.g., *MAG*, *MPZ*, and *PMP22*) and transcription factors (e.g. SOX10 and EGR2) [27, 28]. MN1 cells were generated by somatic cell fusion between mouse spinal motor neurons and mouse neuroblastoma cells and exhibit traits similar to motor neurons including the ability to form neurite projections [29]. C2C12 cells are a mouse muscle progenitor cell line [30] that can be differentiated into muscle cells [31]. This process is incomplete, however, resulting in a heterogeneous population of cells and yielding transfection data that are difficult to interpret. Therefore, we focused our analyses on S16 and MN1 cell lines, but include the C2C12 data as supplemental material since they represent a critical tissue for peripheral nerve diseases. Briefly, each putative enhancer harboring the major SNP allele (Additional file 3) was cloned upstream of a minimal promoter directing luciferase gene expression [25]. Sequences surrounding each conserved region were selected based on the PhastCons 17-way vertebrate alignment dataset (mean = 885 bp, range = 105 bp to 2497 bp) [32]. The selected sequences were then separately transfected into each cell line, and luciferase activity was measured relative to a control vector with no genomic insert. Regions demonstrating a greater than five-fold increase in luciferase activity relative to the control vector were considered to have ‘strong’ activity and were selected for further analyses.

We successfully cloned 144 of the 160 genomic segments in our pilot study. Of the 16 regions lost: one SNP was removed in updated databases and was excluded from further analysis, six were amplified along with another region in the same PCR product, eight could not be amplified, and one could not be cloned. The regions were named SNP Conservation (“SC”) followed by the chromosome and were numbered from the p-arm to the q-arm. For example, SCX-1 is the most distal region identified on the p-arm of chromosome X. Each of the 144 putative enhancers was subjected to Sanger sequencing to verify the presence of the major allele and then transfected into S16, MN1, and C2C12 cell lines. The activity of each region was assessed in both the forward and reverse orientation with respect to the minimal promoter. Of the 144 regions tested in S16 cells, 13 demonstrated ‘strong’ luciferase activity in at least one orientation: SCX-3, SCX-4, SCX-21, SCX-39, SCX-58, SCX-60, SCX-65, SCX-67, SCX-78, SCX-81, SC21-13, SC21-16, and SC21-20 (Fig. 2a and Table 1). In experiments using MN1 cells, 11 of the 144 regions demonstrated ‘strong’ luciferase activity in at least one orientation: SCX-3, SCX-4, SCX-21, SCX-45, SCX-58, SCX-60, SCX-63, SC21-10, SC21-12, SC22-1, and SC22-8 (Fig. 2b and Table 1). In experiments using differentiated C2C12 cells, 21 of the 144 regions demonstrated ‘strong’ luciferase activity in at least one orientation: SC21-10, SC21-16, SC21-18, SC21-27, SC21-33, SC21-34, SC22-1, SC22-8, SC22-14, SCX-3, SCX-4, SCX-18, SCX-20, SCX-21, SCX-33, SCX-45, SCX-52, SCX-58, SCX-60, SCX-63, and SCX-67 (Additional file 4: Figure S2 and Table 1). In sum, we identified 28 unique regions with strong luciferase activity in at least one orientation in Schwann cells, motor neurons, and/or muscle cells. While we did not exclude conserved regions harboring multiple SNPs, no such element exceeded our threshold for activity in the above experiments.

**Fig. 2:**
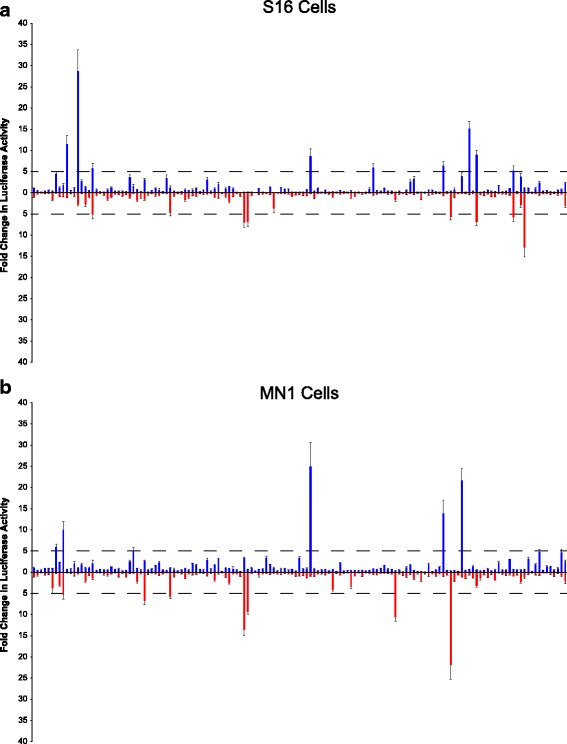
Activity of a pilot set of putative regulatory elements on chromosomes 21, 22, and X in Schwann cells and motor neurons. 144 genomic regions containing the major SNP allele were cloned upstream of a luciferase reporter gene and tested in the forward (blue bars) or reverse (red bars) orientation in S16 (**a**) and MN1 cells (**b**). The activity of each genomic segment is expressed relative to a control vector with no genomic insert (first bar in each frame). Dashed lines indicate a five-fold increase in activity over the control vector, and error bars show standard deviations

**Table 1:** Twenty-eight genomic regions displayed regulatory activity in peripheral nerve relevant cells

Region	Fold-increase Forward^a^	Fold-increase Reverse^a^	Coordinates (hg18)	rs Number
SC21-10	5.91 (M) 8.10 (C)	0.25 (M) 0.33 (C)	chr21:21,313,182-21,313,188	rs7277262
SC21-12	9.95 (M)	5.34 (M)	chr21:22,535,874-22,535,880	rs2827297
SC21-13	11.42 (S)	1.04 (S)	chr21:27,318,695-27,318,702	rs233616
SC21-16	28.67 (S) 30.17 (C)	2.73 (S) 3.56 (C)	chr21:29,424,534-29,424,540	rs2832203
SC21-18	1.37 (C)	8.90 (C)	chr21:33,139,128-33,139,135	rs2833975
SC21-20	5.81 (S)	5.04 (S)	chr21:33,273,214-33,273,219	rs2834040
SC21-27	16.05 (C)	4.71 (C)	chr21:36,269,198-36,269,214	rs2835196
SC21-33	13.85 (C)	3.40 (C)	chr21:38,940,551-38,940,556	rs16996658
SC21-34	6.22 (C)	0.33 (C)	chr21:38,958,107-38,958,118	rs8130434
SC22-1	2.58 (M) 2.17 (C)	6.68 (M) 6.35 (C)	chr22:16,689,437-16,689,442	rs5992119
SC22-8	1.00 (M) 1.05 (C)	5.73 (M) 7.53 (C)	chr22:25,678,449-25,678,472	rs5761863
SC22-14	4.70 (C)	13.83 (C)	chr22:26,146,779-26,146,784	rs733164
SCX-3	0.20 (S) 3.34 (M) 3.21 (C)	6.97 (S) 13.56 (M) 10.79 (C)	chrX:15,529,186-15,529,192	rs4646115
SCX-4	0.17 (S) 0.67 (M) 0.86 (C)	6.85 (S) 9.25 (M) 8.31 (C)	chrX:17,730,099-17,730,104	rs2187846
SCX-18	14.59 (C)	0.98 (C)	chrX:31,252,044-31,252,049	rs7884417
SCX-20	7.39 (C)	1.59 (C)	chrX:31,435,143-31,435,149	rs3788892
SCX-21	8.63 (S) 25.00 (M) 6.60 (C)	0.18 (S) 0.84 (M) 0.75 (C)	chrX:31,764,702-31,764,707	rs1379871
SCX-33	0.67 (C)	13.92 (C)	chrX:85,443,058-85,443,064	rs6623642
SCX-39	5.84 (S)	0.50 (S)	chrX:86,429,198-86,429,205	rs16980794
SCX-45	0.37 (M) 0.31 (C)	10.62 (M) 5.49 (C)	chrX:92,656,893-92,656,900	rs12687113
SCX-52	0.50 (C)	5.02 (C)	chrX:99,454,087-99,454,093	rs7064056
SCX-58	6.33 (S) 13.83 (M) 14.69 (C)	0.64 (S) 0.93 (M) 1.56 (C)	chrX:121,682,472-121,682,478	rs17273301
SCX-60	0.43 (S) 0.41 (M) 0.50 (C)	5.73 (S) 21.81 (M) 8.86 (C)	chrX:123,382,405-123,382,410	rs2076164
SCX-63	21.68 (M) 12.81 (C)	1.04 (M) 0.42 (C)	chrX:125,247,437-125,247,470	rs16998722
SCX-65	15.05 (S)	0.41 (S)	chrX:125,925,884-125,925,893	rs5930055
SCX-67	8.97 (S) 0.56 (C)	6.90 (S) 8.91 (C)	chrX:127,229,700-127,229,720	rs17266605
SCX-78	5.21 (S)	5.80 (S)	chrX:146,960,885-146,960,891	rs6525876
SCX-81	1.09 (S)	12.85 (S)	chrX:147,430,625-147,430,635	rs17252118

^a^Activity only shown for cell line(s) where region was active

S = S16, M = MN1, C = C2C12

### The minor alleles of eight peripheral nerve enhancers significantly reduce regulatory activity

The 13 genomic segments active in Schwann cells, the 11 genomic segments active in motor neurons, and the 21 genomic segments active in muscle cells were mutagenized to the minor allele and reassessed in the respective cell line to test for allele-specific differences in regulatory activity. Each allele was tested in both orientations (forward and reverse, relative to the minimal promoter) regardless of the endogenous orientation with respect to the predicted target gene. In reporting these data, the more active allele of each region was set to ‘100%’, and the activity of the less active allele was expressed relative to the more active allele. In Schwann cells, SC21-13, SCX-4, SCX-58, SCX-60, SCX-67, SCX-78, and SCX-81 displayed allele-specific differences in luciferase activity (Fig. 3a, b, and Table 1). In motor neurons, SC21-10, SCX-4, SCX-58, and SCX-60 displayed allele-specific differences in luciferase activity (Fig. 3c, d, and Table 1). In C2C12 cells, SC21-18, SC21-27, SC22-8, SCX-4, SCX-21, SCX-45, and SCX-67 displayed allele-specific differences in luciferase activity (Additional file 5: Figure S3). Combined, we identified 13 unique regions displaying significant allele-specific differences in regulatory activity between the major and minor alleles. Three regions were unique to S16 cells, one region was unique to MN1 cells, and five regions were unique to C2C12 cells, while the remaining four regions demonstrated reduced regulatory activity in a combination of cells (Table 1).

**Fig. 3:**
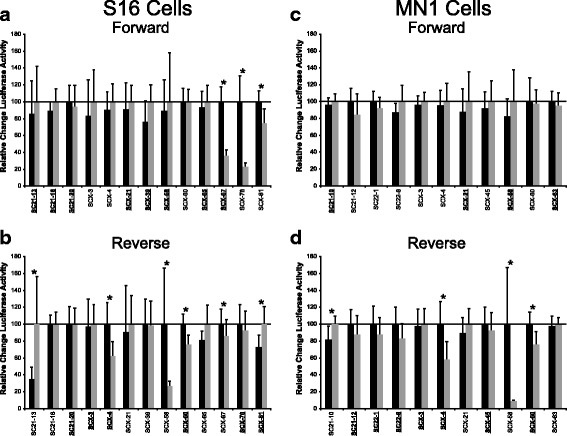
Eight genomic regions display allele-specific differences in regulatory activity in Schwann cells and motor neurons. **a** and **b** The activity of the major (black bars) and minor (grey bars) alleles of the 13 regions active in Schwann cells (Fig. 2) were evaluated in the forward (**a**) or reverse (**b**) orientation. **c** and **d** The major and minor alleles of the 11 genomic segments active in MN1 cells were compared as in panels a and b. In all panels, the allele with higher luciferase activity was set to “100”, error bars represent standard deviations, bold and underlined text indicate the orientation(s) that were active in the experiments shown in Fig. 2, and asterisks indicate a significant change in activity (*p* ≤ 0.05)

### Predicting differential transcription factor binding to active regions

One possible explanation for the allele-specific differences described above is that the SNP alleles display differential affinity for transcription factors. To test this possibility, we used an in silico transcription factor binding site prediction program, TRANSFAC [33]. Sequence fragments of 30 base pairs centered around each major SNP allele were generated. The major allele was swapped for the minor allele and both sequences were submitted to TRANSFAC. The sequences were assessed for TFBS predictions using the TRANSFAC Match algorithm and the vertebrate database of transcription factors, minimizing the sum of false positive and false negative errors. Results were filtered to display only unique differences in predicted TFBSs, which may explain the differential activity.

For the seven genomic segments differentially active in Schwann cells (Fig. 4a-d and f-h), each had at least one allele-specific TFBS prediction. Interestingly, none of the four Schwann cell specific regions [SC21-13, SCX-67, SCX-78, and SCX-81 (Fig. 4a-d)] harbored predicted TFBSs known to be important for these cells. While these results may be due to the limitations of TRANSFAC, they may also illustrate potentially novel roles of the predicted transcription factors in Schwann cells. For the four genomic segments differentially active in motor neurons (Fig. 4e-h), one (SC21-10) displayed no allele-specific predictions (Fig. 4e). This result may indicate that the SNP does not ablate or alter TFBS binding affinity or it may reflect the incomplete nature of TFBS databases. For the seven genomic segments differentially active in muscle cells (Additional file 6: Figure S4), each had at least one allele-specific TFBS prediction; two of these segments demonstrated regulatory activity only in muscle cells (SC21-18 and SC21-27). Strikingly, a LEF-1 binding site prediction is unique to the minor allele of SC21-27. *Lef-1* expression increases in mouse muscle cells following muscle injury [34]. Our data show that the minor allele of SC21-27 demonstrates significantly lower regulatory activity compared to the major allele (Additional file 5: Figure S3). Indeed, LEF-1 can act as a transcriptional repressor [35, 36] suggesting that the increased activity of the major allele is due to decreased LEF-1 binding; however, further study is needed to determine the role of the putative LEF-1 binding site in regulatory activity. Taken together, TRANSFAC revealed differential TFBS predictions across many of the genomic segments showing allele-specific differences in regulatory activity. While the significance of these predictions vary with respect to what is known about Schwann cell, motor neuron, and muscle cell biology, some may represent novel findings relevant to gene regulation in these cells.

**Fig. 4:**
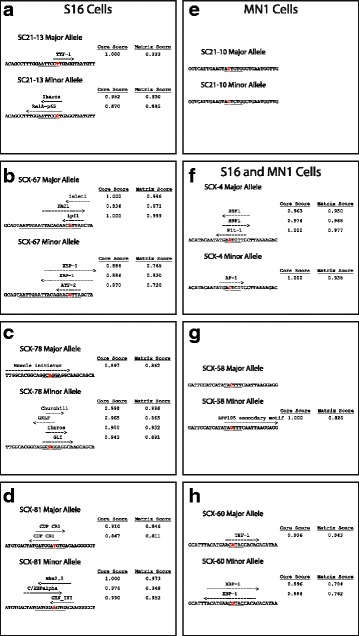
TRANSFAC predictions of transcription factor binding sites. TRANSFAC was used to assess for differential TFBS predictions between the major and minor alleles of SNP alleles that had a significant effect on luciferase activity. Results are shown for four regions active only in S16 cells [SC21-13 (**a**), SCX-67 (**b**), SCX-78 (**c**), and SCX-81 (**d**)], one region active only in MN1 cells [SC21-10 (**e**)], and three regions active in both cell types [SCX-4 (**f**), SCX-58 (**g**), and SCX-60 (**h**)]. Thirty base pairs surrounding the SNP alleles of each region were submitted to TRANSFAC. Dashed arrows indicate the position and direction of the predicted TFBS, the name of the transcription factor is indicated above each arrow, and the core and matrix scores are indicated at the right. Only allele-specific TFBS predictions are displayed. Underlined base pairs indicate conserved bases, and SNP alleles are highlighted in red and bold text

### Identification of two rSNPs within SOX10 response elements

Our pipeline successfully identified a small panel of putative rSNPs in a transcription-factor-independent approach. We next wanted to evaluate our computational predictions in the context of TFBS information (i.e., motif analysis and ChIP-Seq data). To this end, we evaluated the conserved regions, identified above, harboring a SNP from dbSNP 130 (6164 regions; Fig. 1 and Additional file 2) for the presence of a predicted SOX10 binding site (Fig. 5a). SOX10 was chosen because it is critical for Schwann cell function and regulates genes involved in peripheral nerve myelination [19–21]. SOX10 also directly binds to DNA via a well-defined consensus sequence as either a monomer or as a dimer when two monomeric sequences are oriented in a head-to-head fashion [37–39]. We first identified all SOX10 monomeric consensus sequences within the human genome [5′ to 3′: ACAAA, ACACA, ACAAT, or ACAAG (and the reverse complement of each)]. We then overlapped these data with the conserved regions harboring a SNP, which revealed 224 putative monomeric SOX10 binding sites containing a SNP and conserved among human, mouse, and chicken (Additional file 7). This dataset was further prioritized by only including sequences that overlap with SOX10 ChIP-Seq data [39] [resulting in nine regions, referred to as rSNP-containing and SOX10-relevant (rSOX) 1 through 9 in Fig. 5a and Table 2] and by separately assessing for the presence of a dimeric SOX10 consensus sequence where both monomers were conserved, but only one monomer was required to contain a SNP (resulting in 13 regions, referred to as rSOX-10 through 22 in Fig. 5a and Table 2).

**Fig. 5:**
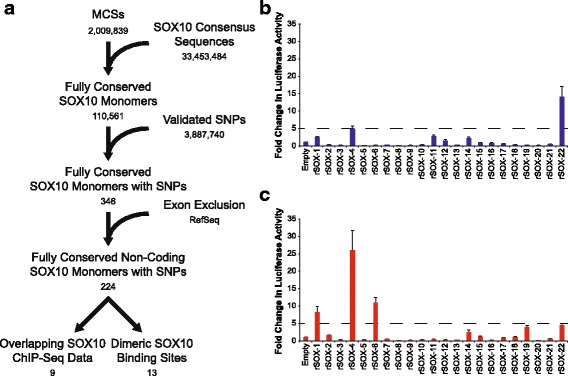
Identification of putative SOX10 response elements in Schwann cells. **a** All SOX10 consensus sequences in the human genome were identified, and these data were intersected with multiple-species conserved sequences (MCSs; see text for details). Overlap between the conserved SOX10 monomers and SNPs validated ‘by-frequency’ from dbSNP 130 was determined, and exons were excluded using RefSeq entries. This dataset of conserved, non-coding SOX10 monomers harboring a SNP was prioritized by identifying regions overlapping SOX10 ChIP-Seq data or by identifying a dimeric SOX10 consensus sequence. The number of regions in each resulting dataset is indicated under the label. **b** and **c** The 22 genomic segments from panel A were cloned upstream of a luciferase reporter gene and tested in the forward (**b**; blue bars) and reverse (**c**; red bars) orientation in SOX10-positive S16 cells. The activity of each genomic segment is expressed relative to a control vector with no genomic insert (‘Empty’ in **b** and **c**). Four regions displayed greater than five-fold activity (indicated by the dashed line) in at least one orientation. Error bars indicate standard deviations

**Table 2:** Twenty-two conserved SOX10 consensus sequences containing SNPs

Name	Conserved Region (hg18)	rs Number
rSOX-1	chr2:44834620-44834625	rs3738980
rSOX-2	chr3:62426974-62426979	rs6445273
rSOX-3	chr4:146183931-146183936	rs34577920
rSOX-4	chr6:22818474-22818479	rs16886790
rSOX-5	chr6:98577359-98577364	rs12524696
rSOX-6	chr6:98692222-98692227	rs17814604
rSOX-7	chr7:131601713-131601718	rs1364510
rSOX-8	chr13:66589464-66589469	rs17082112
rSOX-9	chr15:55214627-55214632	rs2703617
rSOX-10	chr1:48904340-48904354	rs1966247
rSOX-11	chr1:168449895-168449935	rs16863114
rSOX-12	chr6:118599910-118599921	rs17335828
rSOX-13	chr7:9853948-9853966	rs12702949
rSOX-14	chr7:95350538-95350566	rs10249566
rSOX-15	chr8:37281347-37281384	rs17333409
rSOX-16	chr8:138460036-138460047	rs16907090
rSOX-17	chr9:80243161-80243189	rs17788061
rSOX-18	chr10:78070796-78070831	rs17469556
rSOX-19	chr10:130596685-130596718	rs11819115
rSOX-20	chr11:31400150-31400183	rs1376362
rSOX-21	chr11:125354123-125354139	rs11607720
rSOX-22	chr16:53169712-53169728	rs1186802

rSOX-1 through rSOX-9 are conserved monomeric SOX10 consensus sequences that overlap with SOX10 ChIP-Seq data

rSOX-10 through rSOX-22 are conserved dimeric SOX10 consensus sequences

The major allele of each of the 22 rSOX regions was cloned and evaluated for regulatory activity in S16 cells via luciferase assays as described above; SOX10 and SOX10 target genes are expressed in S16 cells [40]. Sequences surrounding each conserved rSOX region was selected for cloning based on the PhastCons 17-way vertebrate alignment dataset (mean = 729 bp, range = 319 bp to 1834 bp) [32]. These efforts revealed four genomic segments that exceeded a five-fold threshold of activity in at least one orientation: rSOX-1, rSOX-4, rSOX-6, and rSOX-22 (Fig. 5b and c, and Table 3). To assess for allele-specific differences in regulatory activity, the four genomic segments with strong activity were mutagenized to the minor allele and reassessed in luciferase assays in S16 cells. Two regions, rSOX-4 and rSOX-22, showed a significant difference in luciferase activity between the two alleles (Fig. 6a). The minor allele of rSOX-4 demonstrated 45.8% of the activity compared to the major allele, and the minor allele of rSOX-22 demonstrated 57.0% of the activity of the major allele.

**Table 3:** Four genomic segments harboring a SOX10 consensus sequence display regulatory activity in Schwann cells

Region	Fold-increase Forward	Fold-increase Reverse	Coordinates (hg18)^a^	rs Number	MAF^b^
rSOX-1	2.57	8.29	chr2:44834620-44834625	rs3738980	0.3035
rSOX-4	4.83	25.96	chr6:22818474-22818479	rs16886790	0.2001
rSOX-6	0.33	11.01	chr6:98692222-98692227	rs17814604	0.1014
rSOX-22	14.12	4.44	chr16:53169712-53169728	rs1186802	0.4219

^a^Coordinates for the conserved SOX10 monomeric sites for rSOX-1, −4, and − 6 and the dimeric site for rSOX-22

^b^MAF is the minor allele frequency from the 1000 Genomes Project [72]

**Fig. 6:**
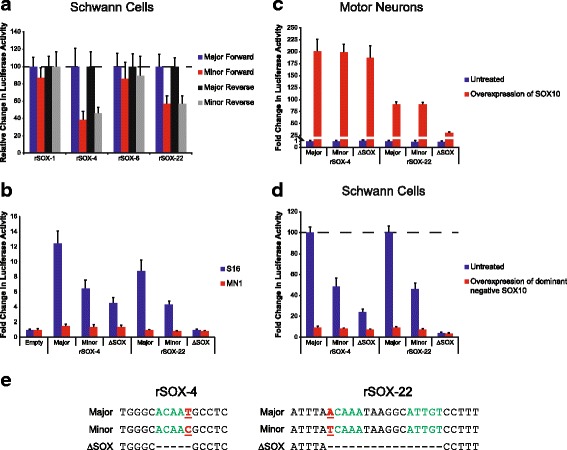
rSOX-4 and rSOX-22 harbor regulatory SNPs that alter the function of SOX10 consensus sequences. **a** Each allele of the four rSOX regions that displayed regulatory activity were assessed in both orientations in S16 cells. Bar colors indicate major allele in the forward orientation (blue), minor allele in the forward orientation (red), major allele in the reverse orientation (black), and minor allele in the reverse orientation (grey). For each orientation, the minor allele is expressed relative to the major allele. **b** Major, minor, and binding-site-deleted (ΔSOX) alleles of rSOX-4 and rSOX-22 were evaluated for regulatory activity in the more active orientation, in S16 (blue bars) or MN1 (red bars) cells. **c**-**d** Major, minor, and binding-site-deleted (ΔSOX alleles of rSOX-4 and rSOX-22 were evaluated for regulatory activity with and without a construct to express wild-type SOX10 in MN1 cells (**c**) or dominant-negative SOX10 in S16 cells (**d**). Data from untreated cells are in blue and data from cells co-transfected with a SOX10 expression construct are in red. In all panels, error bars indicate standard deviations. **e** Sequence variants studied within rSOX-4 and rSOX-22. The nucleotides surrounding each variant studied [major allele, minor allele, and deleted SOX10 binding site (∆SOX)] are shown. SOX10 monomeric sites unaffected by the SNP are displayed in green. The SNP within the SOX10 monomeric site is indicated by bold, underlined, and red text. Deleted nucleotides are indicated by dashes. Each variant name is displayed on the left and corresponds to the sequences tested in previous panels

We further assessed the role of SOX10 in regulating rSOX-4 and rSOX-22 by deleting the putative SOX10 binding sites harboring a SNP (a single monomeric sequence for rSOX-4 and a single dimeric sequence for rSOX-22) and performing luciferase activity assays in S16 cells. In each case we observed an even more dramatic decrease in regulatory activity upon deleting the SOX10 binding site. Relative to the major alleles, rSOX-4 ΔSOX demonstrated 36.5% activity, and rSOX-22 ΔSOX demonstrated 10.9% activity (Fig. 6b). We also tested each SNP allele and ΔSOX10 genomic segment for activity in MN1 cells, which do not express endogenous SOX10. Neither region harboring the major allele showed strong activity in MN1 cells, consistent with SOX10 being required for the observed regulatory activities (Fig. 6b). Furthermore, neither the minor SNP allele nor deletion of the SOX10 consensus sequence had an effect on regulatory activity in SOX10-negative MN1 cells.

We next evaluated the role of SOX10 in regulating rSOX-4 and rSOX-22 by studying the activity of each allele in SOX10-negative MN1 cells co-transfected with a construct to overexpress wild-type SOX10. In the absence of SOX10, neither allele of the two regions demonstrated activity in MN1 cells, consistent with the results above. In contrast, in the presence of SOX10, both regions displayed strong activity, approximately 200-fold and 89-fold higher for rSOX-4 and rSOX-22, respectively (Fig. 6c). Conversely, when we performed luciferase assays with a construct to express a dominant-negative SOX10 protein (E189X) to deplete endogenous SOX10 function in S16 cells [41], both regions displayed severely decreased activity (~ 9%) compared to the respective major alleles (Fig. 6d). Taken together, our data indicate that SOX10 is both necessary and sufficient for the in vitro regulatory activity of rSOX-4 and rSOX-22 in cultured Schwann cells.

### Ablation of rSOX-4 in cultured Schwann cells reduces Tubb2b expression

Identifying the target gene(s) of *cis*-acting regulatory elements is essential for understanding the biological significance of rSNPs that reside within these elements. To identify the target gene of an enhancer/rSNP pair identified in this study, we selected rSOX-4 and deleted it from S16 cells using CRISPR/Cas9 [42] technology. We then performed RNA-Seq analysis in an unbiased attempt to identify candidate target genes with altered expression. The rSOX-4 element is a 651-base-pair region that resides in a ~ 1 Mb interval devoid of annotated genes (Additional file 8: Figure S5A) and that displayed genomic features indicating that it is an active, SOX10-bound enhancer, including: H3K27 acetylation from adult rat peripheral nerve [43], SOX10 ChIP-Seq from P15 rat sciatic nerve [39], and DNase hypersensitivity from the S16 cell line [26] (Additional file 8: Figure S5A). Briefly, repair templates were generated with ~ 1 Kb arms of homology to the 5′ and 3′ regions surrounding the 651-base-pair rSOX-4 element, and flanking a floxed blasticidin (or neomycin) resistance cassette (Fig. 7a). S16 cells were transfected with the blasticidin repair template, human codon optimized Cas9 (hCas9), and one of two gRNAs targeting rSOX-4 (Additional file 9: Figure S6). Next, cells were selected for stable and proper integration of the blasticidin repair template and flow sorted to generate clonal cell lines. We generated two clones, one using gRNA-1 (rSOX-4 Clone 1-B) and one using gRNA-2 (rSOX-4 Clone 2-B) that had proper integration of the blasticidin resistance repair cassette. Integration was assessed using a diagnostic PCR with one primer outside the targeting vector and one primer within the drug repair template. These PCR products were sequence verified to ensure the integrity of the genomic DNA. This process was repeated once more using the neomycin resistance template to generate double-resistant clonal cell lines with no wild-type alleles at rSOX-4 (Fig. 7b). Clones were then transiently transfected with a Cre:GFP expression construct to remove the drug resistance cassettes, and GFP-positive cells were flow sorted to generate clonal populations. A final diagnostic PCR was performed to assess for complete removal of the drug resistance cassettes, and the products were sequence verified to ensure that only a single loxP scar remained (Fig. 7c and d). We generated three clonal cell lines: two share a common parental cell line prior to Cre:GFP transfection (rSOX-4 Clone 2-1 and 2-2) while the other was independently generated (rSOX-4 Clone 1).

**Fig. 7:**
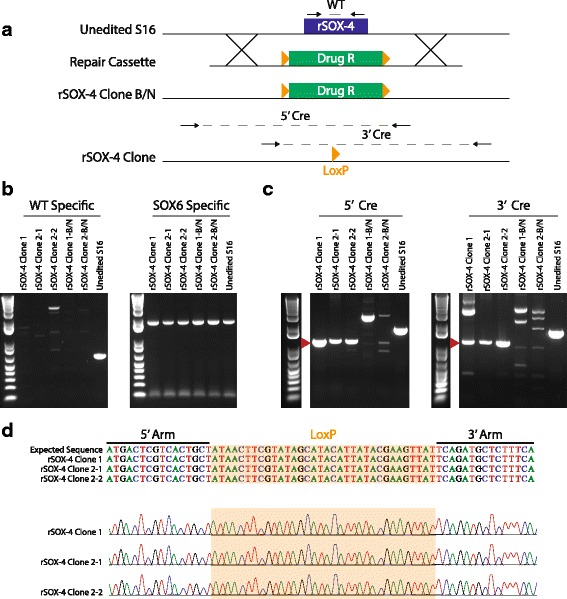
CRISPR-mediated deletion of rSOX-4 in S16 cells. **a** A cartoon depiction of the rSOX-4 deletion strategy is shown. The 651 bp rSOX-4 enhancer in unedited cultured rat Schwann (S16) cells is indicated by a blue rectangle. The drug resistance repair cassette is indicated by a green rectangle and the loxP sequences by orange triangles. Cross lines represent homologous regions for recombination-mediated repair during CRISPR/Cas9-mediated mutagenesis. Arrows represent the diagnostic PCR primers used in panels B and C, with the name of the corresponding PCR product [wild-type (WT), 5’ Cre, and 3’ Cre] above. **b** Wild-type (WT) specific PCR was performed on the three Cre:GFP-positive rSOX-4 clonal cell lines (Clone 1, Clone 2-1, Clone 2-2), the parental, pre Cre:GFP transfection (Clone1 – B/N and Clone 2 – B/N) cell lines, and unedited S16 cells. A SOX6-specific PCR was performed (right panel) as a DNA positive control. **c** Diagnostic PCR was performed across the 5′ (left panel) and 3′ (right panel) recombination sites for the same samples indicated in panel B using external (genomically anchored) and internal (repair template anchored) primers. The red arrowhead indicates the expected size for a single loxP scar. **d** Sequencing results from the rSOX-4 clonal cell lines in panel C (red arrowhead). The expected sequence was generated in silico based on proper recombination, Cre excision, and presence of a loxP scar

We performed RNA-Seq on the clonal cells described above to assess for gene expression changes. 

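The RNA-Seq data analysed here came from the 2 unmodified S16 cell populations, one at passage 9, which was the parental cell line of the rSOX-4 mutants, and one at passage 39. S16 is an immortalized rat Schwann cell line. Each population was represented by 2 libraries labelled as technical replicates, which gave 4 libraries in all. The libraries of the rSOX-4 mutant cells and of the clonal expansions were not analysed here. For each library the authors deposited 1 RPKM value (reads per kilobase of gene and per 1000000 reads) for each of 30708 genes, named by symbol. The sum of reads behind the RPKM values was recovered from the values themselves, since each value is a whole number of reads divided by the gene length and the library total. The totals were 41382234 reads for technical replicate 1 and 35092464 reads for technical replicate 2 of passage 9, and 34246093 and 41083270 reads for technical replicates 1 and 2 of passage 39. Whole reads were recovered for 18112 of the 18114 genes with a value above 0 in at least 2 libraries. They are the smallest whole numbers that give the 4 values, so a factor common to all 4 libraries can remain hidden. The RPKM values were averaged over the 2 libraries of a population first, and the SD was then taken over the 2 populations. A gene was counted as detected when both population means were at least 1 RPKM, which held for 10964 genes. This number was 13792 with a minimum of 0.1 RPKM and 8030 with a minimum of 5 RPKM. The 95% intervals of single libraries are exact Clopper-Pearson intervals of the gene's share of the library total, scaled to RPKM, and cover counting error only. A value of 0 was read only as a gene listed at 0, because 2 of 77 ribosomal protein genes were also listed at 0 in every library.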

Briefly, RNA was extracted from the three rSOX-4 deleted cell lines and from two unmodified S16 cell populations (one was the parental cell for all three rSOX-4 clonal cell lines). RNA was subjected to 50-bp, single-end read analysis, and reads were aligned to the rat (rn5) genome using STAR [44] and counted using HTSeq [45]. We then used DESeq2 [46] to identify genes that were differentially expressed between the rSOX-4 mutant and unmodified S16 cells. This revealed 198 genes significantly differentially expressed between the two cell populations (Fig. 8a). 

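In the 2 unmodified S16 cell populations, Tubb2b was listed at 7.01 ± 0.0219 RPKM (SD, n = 2 populations), with a mean of 7.02 RPKM at passage 9 and 6.99 RPKM at passage 39. The 4 libraries behind these means were far apart. At passage 9, Tubb2b was at 12.2 RPKM in technical replicate 1 (850 reads, 95% interval 11.4 to 13.0 RPKM) and at 1.86 RPKM in technical replicate 2 (110 reads, 95% interval 1.53 to 2.24 RPKM). At passage 39, it was at 12.3 RPKM in technical replicate 1 (713 reads, 95% interval 11.5 to 13.3 RPKM) and at 1.63 RPKM in technical replicate 2 (113 reads, 95% interval 1.34 to 1.96 RPKM). The spread between the libraries labelled as technical replicates was thus larger than counting error and larger than the difference between the 2 passages. Averaged instead over the libraries with the same technical replicate number, a pairing chosen after seeing the data, the SD was 7.44 RPKM around the same mean. Median-ratio scaling of the libraries moved the mean of Tubb2b to 7.16 RPKM. Rescaling to a common sum of 1000000 gave a mean of 21.9 in that unit, since the RPKM values of a library sum to between 315847 and 351061 as deposited.

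**Figure D1:**
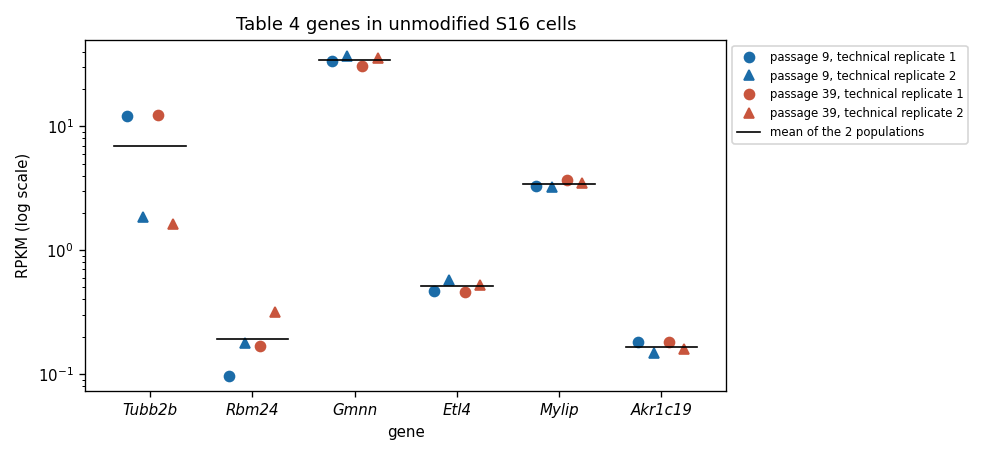
RPKM on a log scale of the 6 genes of Table 4 in each of the 4 libraries of unmodified S16 cells, with colour for the passage, symbol for the technical replicate and a line at the mean of the 2 populations. The first technical replicates of Tubb2b lie at 12.2 and 12.3 RPKM and the second at 1.86 and 1.63 RPKM.

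Gmnn was listed at 34.2 ± 1.47 RPKM (SD, n = 2), with 33.5 and 37.0 RPKM in the technical replicates of passage 9 and 30.5 and 35.8 RPKM in those of passage 39. The 95% intervals of its technical replicates overlapped at passage 9, at 31.3 to 35.8 and 34.5 to 39.7 RPKM, but not at passage 39, at 28.2 to 33.0 and 33.5 to 38.2 RPKM. Of the 4 genes that Table 4 lists as raised in the mutant cells, Mylip was at 3.43 ± 0.220 RPKM, with libraries between 3.23 and 3.70 RPKM. Etl4 was at 0.509 ± 0.0192 RPKM, Rbm24 at 0.190 ± 0.0741 RPKM and Akr1c19 at 0.166 ± 0.00342 RPKM (SD, n = 2 for each). Rbm24 rested on 9, 14, 13 and 29 reads and Akr1c19 on 23, 16, 19 and 20 reads in the 4 libraries, in the order passage 9 and then passage 39. Aldh5a1, the control gene of Fig. 8b, was at 1.87 ± 0.0225 RPKM, with libraries between 1.70 and 2.02 RPKM. The paper compares these cells with the rSOX-4 mutant cells, which were not analysed here, and states in Table 4 that Tubb2b and Gmnn were the genes of the rSOX-4 chromosome with lower expression in the mutants. The paper focuses on these 2 genes because its luciferase data pointed to enhancer activity, and from the RNA-Seq data taken together with ddPCR, the clonal expansions and CAGE it proposes that Tubb2b is regulated by SOX10 activity at rSOX-4. In its discussion the paper calls Tubb2b a candidate target gene of rSOX-4 and states that further experiments are required.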

Of the 198 genes, six were on the same chromosome (chr 17) as rSOX-4, and only two of these demonstrated decreased expression in rSOX-4 mutant S16 cells relative to unmodified S16 cells: *Tubb2b* and *Gmnn* (Table 4). We focused on these two because of our luciferase data suggesting these regions act as enhancers. To validate these findings in an independent experimental system, we performed digital droplet PCR (ddPCR) to quantify *Tubb2b* and *Gmnn* expression in rSOX-4 mutant S16 cells and unmodified S16 cells. We validated the decrease in expression of *Tubb2b* using ddPCR (Fig. 8b), but these studies did not reveal a decrease in *Gmnn* expression (data not shown) as observed in our RNA-Seq analysis. Thus, decreased *Gmnn* expression may have been an artifact of the RNA-Seq experiments. To account for gene expression changes due to clonal expansion, we also isolated RNA from five clonal cell populations generated from unmodified S16 cells, performed RNA-Seq as described above, and reanalyzed for differential gene expression between the rSOX-4 mutant S16 cells and all unmodified S16 cell lines. In agreement with the ddPCR validation studies, *Tubb2b*, but not *Gmnn*, was significantly decreased in expression in the rSOX-4 mutant cells compared to all unmodified S16 samples (Additional file 10: Figure S7). Finally, we performed capped analysis gene expression (CAGE) [47] on MN1 cells with and without a construct to over-express SOX10 (see Methods for details; Fogarty and Antonellis, manuscript in preparation). In the presence of SOX10, the known SOX10 target genes *Mpz* and *Mitf* show increased reads per million (Fig. 8c and d). Importantly, in the presence of SOX10, *Tubb2b* shows a dramatic increase in expression while *Gmnn* does not. Taken together, these results support the conclusion that *Tubb2b* is regulated by SOX10 activity at rSOX-4.

**Fig. 8:**
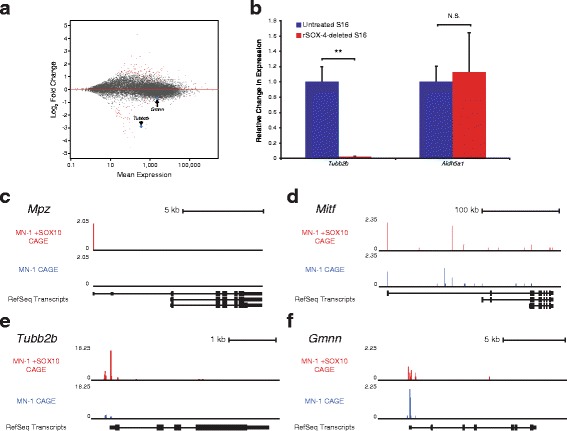
rSOX-4 regulates expression of *Tubb2b.* **a** MA plot demonstrating differential gene expression between the rSOX-4 deleted cells and untreated S16 cells. Each dot represents a gene and red dots indicate a significant difference in expression between the two cell populations (adjusted *p* < 0.05). Genes with a positive or negative log2 fold change demonstrated higher or lower expression in the rSOX-4 cells line compared to the untreated S16 cells, respectively. *Tubb2b* and *Gmnn* are indicated by arrows. **b** Digital droplet PCR (ddPCR) was performed to validate RNA-Seq findings for *Tubb2b*. Data from the untreated cells are shown by the blue bars, and data from rSOX-4-deleted cells are shown by the red bars. *Aldh5a1* was used as a control gene, which showed no expression changes between the two cell populations. **c-f** SOX10 increases *Tubb2b* expression in heterologous cells. MN1 cells were transfected with a construct to express GFP-SOX10, sorted into GFP-positive and GFP-negative populations, and subjected to cap analysis gene expression (CAGE). CAGE reads mapping to the *Mpz* (**c**), *Mitf* (**d**), *Tubb2b* (**e**), and *Gmnn* (**f**) loci were normalized to reads per million and are indicated in red (SOX10-positive cells) and blue (SOX10-negative cells). RefSeq-annotated transcripts at each locus in the mouse genome (mm10) are shown in black and, in each case, are transcribed from left to right

**Table 4:** Six genes on chromosome 17 are differentially expressed in Schwann cells deleted for rSOX-4

Gene	*p*-value^a^	Fold Change^b^	Distance from rSOX-4^c^
*Tubb2b*	1.48E-10	−7.41	8.9
*Rbm24*	0.025	2.63	23
*Gmnn*	0.042	−1.61	1.9
*Etl4*	0.044	1.73	47
*Mylip*	0.044	1.59	20.5
*Akr1c19*	0.045	2.50	29

^a^Benjamini-Hochberg adjusted p-value

^b^Fold change calculated relative to unmodified S16 cells (negative values indicate lower expression in rSOX-4 mutant cells, positive values indicate higher expression in rSOX-4 mutant cells)

^c^Distances are given in million basepairs

### rSOX-4 directs *LacZ* expression in SOX10-positive cells at E11.5

To determine the physiological relevance of rSOX-4 in vivo, we assessed the ability of the genomic segment harboring the major allele to direct *LacZ* expression during mouse development. Because the regulatory activity of rSOX-4 is dependent on SOX10, we anticipated that rSOX-4 would demonstrate activity in tissues in which SOX10 is expressed. Based on the RNA-Seq data indicating that *Tubb2b* is the target gene of this enhancer, we selected embryonic day 11.5 (E11.5) due to the known role of *Tubb2b* in neuronal migration [22]. We reasoned that rSOX-4 and *Tubb2b* may be performing a similar role in migratory neural crest cells and neural crest derivatives; Schwann cells are derived from the neural crest. By E11.5 in mice, the neural tube has closed, and neural crest cells and derivatives have started to migrate [48–51].

We cloned rSOX-4 upstream of the minimal *Hsp68* promoter directing *LacZ* expression [52] in the reverse orientation because this was the more active orientation in luciferase assays. The rSOX-4:*LacZ* transgene was liberated from the plasmid backbone, gel purified, and injected into mouse zygotes. Zygotes were implanted into pseudopregnant female mice, and embryos were allowed to develop until E11.5 and then harvested to examine *LacZ* expression. We isolated 54 embryos from ten mice and identified six LacZ positive mice (Fig. 9a-f). Five embryos demonstrated LacZ staining in the dorsal root ganglia and migrating melanoblasts (Fig. 9a, b, and d-f), both tissues in which SOX10 is expressed at E11.5 [53, 54]. A single embryo displayed ubiquitous blue LacZ staining throughout the entire embryo, likely a consequence of position effect (Fig. 9c). These experiments demonstrate that rSOX-4 is active in SOX10-positive cells during mouse development and suggest that *Tubb2b* plays an important role in neural crest cell function.

**Fig. 9:**
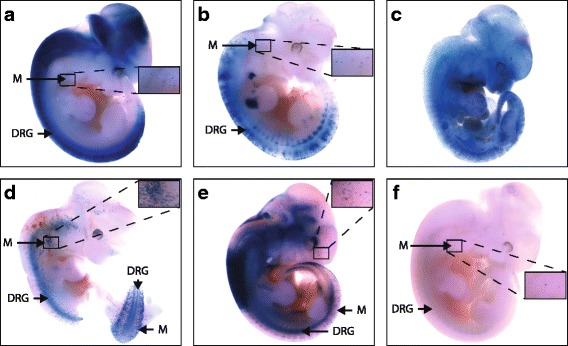
rSOX-4 directs in vivo enhancer activity during mouse development. Six transient transgenic mouse embryos were generated to harbor a transgene with rSOX-4 directing *LacZ* expression (**a**-**f**). Mice were sacrificed at E11.5, and expression patterns were determined by visual examination under a stereoscope (M = melanoblasts and DRG = dorsal root ganglia). Image cutouts show an enlarged section to demonstrate melanoblast expression

## Discussion

The identification and characterization of regulatory variation (e.g., rSNPs) will improve our understanding of human biology and disease. To study regulatory variation in the human genome we developed a computational pipeline to identify genomic sequences that harbor a SNP and that are conserved among human, mouse, and chicken. We functionally evaluated a pilot set of 144 conserved genomic segments in luciferase assays in three cell lines relevant to the peripheral nerve: Schwann cells, motor neurons, and muscle cells. We identified 28 (19% of the 144 elements) putative enhancers, including 13 (9% of the 144 elements) SNPs that demonstrated significant allele-specific differences in regulatory activity. We further assessed our pipeline by separately incorporating consensus sequence information and ChIP-Seq data for SOX10—a transcription factor essential for Schwann cells. We prioritized 22 conserved genomic segments harboring a SNP predicted to disrupt a SOX10 binding site and identified two (9% of the 22 elements) rSNPs with a significant effect on regulatory activity. Finally, we deeply characterized one rSNP-containing SOX10 response element by deleting the region in cultured Schwann cells to identify dysregulated genes and by generating transient transgenic mice to study in vivo enhancer activity. Our findings revealed a far-upstream regulatory variant that effects SOX10 function at *Tubb2b*, thus displaying the ability of our approach to find biologically relevant transcriptional regulatory elements and associated rSNPs.

The computational and functional studies described here yielded a large panel of SNPs that reside in highly conserved regions, RNA-Seq data from cultured Schwann cells, and small panels of regulatory SNPs (rSNPs) and *cis*-regulatory elements (CREs) useful for investigators studying peripheral nerve and SOX10 biology. Furthermore, the pipeline developed here is flexible and may accommodate additional CRE information when it becomes available; for example, we combined our pipeline with previously unavailable SOX10 ChIP-Seq [39], S16 DNase hypersensitivity [26], and H3K27 acetylation [43] datasets to prioritize putative SOX10 binding sites for functional validation. There are, however, several inherent limitations to our approach that could be improved upon. First, our computational predictions of rSNPs relied on non-coding sequence conservation among diverse vertebrate species. This limitation is problematic because rSNPs may reside in less well-conserved genomic regions [55]. Indeed, our efforts suggest that the employment of strict conservation analyses does not dramatically enrich for functional regulatory elements and associated rSNPs. To address this problem, one could overlap available SOX10 ChIP-Seq data [39] with our data set of SOX10 consensus sequences [26] and study SNPs that map to overlapping genomic sequences, regardless of sequence conservation. Second, we tested a small subset of the 6164 regions predicted by our computational approach. Recent advances in massively parallel reporter assays would allow for functional interpretation of most, if not all, of our predictions [56, 57]. The use of a minimally active promoter also restricts our interpretation because it only allows for detection of major alleles which direct high levels of reporter activity; using an active basal promoter could enable the identification of repressive elements. Finally, the rSNPs identified here were studied outside of the proper genomic context (i.e., a small genomic segment surround each SNP allele was studied for regulatory activity in a vector containing a luciferase reporter gene). Interestingly, the majority of the genomic segments and rSNPs that we studied showed orientation-specific activity and an orientation-specific effect of the rSNP on regulatory activity. With respect to the orientation-specific effects, while the classical definition of an enhancer is that it should act in an orientation-independent manner, this likely depends on the specific sequence of the element and how it is cloned into a reporter gene vector; indeed, enhancers with orientation-dependent activity in vitro and in vivo have been reported [58, 59]. With respect to the orientation-specific effect of the rSNP, one possible explanation for this is that the position of the rSNP in the reporter gene construct has orientation-specific effects on transcription factor and transcriptional machinery binding in vitro. While one genomic segment harboring an rSNP (rSOX-4) was evaluated via CRISPR-mediated deletion of the regulatory element, future analysis of rSNPs important for peripheral nerve biology and disease should include studying allele-specific effects at the endogenous locus in an appropriate cell or animal model.

Characterization of rSOX-4 via CRISPR/Cas9 [42] mediated deletion revealed *Tubb2b* as a strong candidate target gene of this enhancer. TUBB2B is a critical component of microtubules, and mutations in human *TUBB2B* result in polymicrogyria [22]. Interestingly, our transgenic mouse studies revealed that rSOX-4 directs *LacZ* expression in the dorsal root ganglia and migratory melanoblasts. A mouse strain harboring a GFP transgene reporter inserted into the endogenous *Tubb2b* locus has been generated [60]. The earliest time point the authors looked at was E14.5, which is after melanoblast migration has completed [61]; however, the expression patterns are strikingly similar to our transgenic mouse, as the authors observe GFP expression within the presumptive spinal cord, in the head and brain region, and in the dorsal root ganglia. There is no known role for TUBB2B in the neural crest or, more specifically, in Schwann cells; however, *Tubb2b* expression is highest in migratory neurons [22, 60]. Since rSOX-4 directed *LacZ* expression in migratory melanoblasts, this suggests that *Tubb2b* has a similar, uncharacterized role in cell migration in melanoblasts and other neural crest derived cells. Indeed, Schwann cells have a migratory phase before myelination [62].

Our RNA-Seq, CAGE, and in vitro and in vivo reporter gene data revealed *Tubb2b* as the most promising candidate target locus of the rSOX-4 enhancer. However, rSOX-4 resides nearly 9 Mb from *Tubb2b* and the largest distance reported between a regulatory element and a target transcriptional unit is currently 1.7 Mb [63]. Given the complex domain structure of nuclear organization, it is feasible that rSOX-4 regulates *Tubb2b*, but confirming this will require chromosome conformation capture experiments; until those experiments are complete, other potential target genes of rSOX-4 should be explored. For example, a recent release of the human genome (GRCh38) revealed that rSOX-4 resides within the first intron of a long non-coding RNA (lncRNA), LOC105374972. There is no known function of LOC105374972, but it has been classified as ‘validated’. After converting the coordinates of this lncRNA from human to rat, we were unable to detect any RNA-Seq reads corresponding to the lncRNA in our S16 data. This may be due to the generation of a polyA-selected RNA library for RNA-Seq; LOC105374972 may not be polyadenylated [64]. Another possible explanation for the absence of RNA-Seq reads is that LOC105374972 may not be expressed in Schwann cells. Additional studies are required to elucidate any functional role of the lncRNA LOC105374972 in SOX10-positive cells and to determine if it is regulated by rSOX-4.

## Conclusions

In this study, we developed a computational and functional pipeline that identified a small panel of *cis*-acting regulatory elements harboring regulatory SNPs (rSNPs). This pipeline revealed rSNPs in both a transcription factor independent and dependent manner. While our computational approach may be less relevant for biological systems with well-developed genomic data sets, we believe it allows a less-biased strategy for identifying rSNPs important for developmental stages and tissues for which ChIP-Seq and related genomic analyses are not feasible. We then deeply characterized one enhancer that is regulated by SOX10 (rSOX-4) through CRISPR-mediated deletion and in vivo transient transgenic mouse reporter experiments. Through these studies, *Tubb2b* was identified as a strong candidate target gene of rSOX-4. While additional experiments are necessary to determine the role of rSOX-4 in SOX10-positive cells, the rSNP within rSOX-4, the rSOX-4 enhancer, and the *Tubb2b* locus all represent excellent candidate modifiers of neurocristopathies. Additionally, understanding and characterizing the role of *Tubb2b* in neural crest-derived cells—in particular the dorsal root ganglia and melanoblasts—will provide insight into the biology of these cell populations.

## Methods

### PCR and cloning of putative regulatory elements

PCR was performed utilizing primers containing attB1 and attB2 Gateway cloning (Invitrogen) sequences to amplify a region surrounding each of the 144 conserved, non-coding regions with SNPs from human DNA (Additional file 3) and the 22 SOX10 regions (Table 2). The total amplified region was based on general conservation using the PhastCons 17-way vertebrate alignment [32]. If a region fell within a PhastCons track, the primers were designed to amplify the entire region defined by the track. If a region did not reside within a PhastCons track, then primers were designed to amplify a region conserved between human and mouse only (~ 500 bp). Each amplified region was BP cloned into pDONR221 using the Gateway cloning technology (Invitrogen). The regions were sequenced to verify the SNP allele and absence of additional mutations. These regions were subsequently LR cloned (Invitrogen) upstream of a minimal E1B promoter directing luciferase expression [25] in both the forward (pE1B Forward) and reverse (pE1B Reverse) orientations. Active regions were converted to the alternative allele, or SOX10 binding sites were deleted using site-directed mutagenesis. Mutagenic primers (sequences available upon request) were designed, and mutagenesis was performed on the regions cloned into pDONR221 using the QuikChange II Mutagenesis Kit (Agilent Technologies). The resulting constructs were sequenced to verify specificity and then LR cloned into pE1B as described above.

### Cell culture and transfection for luciferase experiments

We obtained immortalized rat Schwann (S16) cells in 2006 from Richard Quarles (NIH/NINDS) who originally established these cells [27]. We obtained mouse MN1 cells in 2004 from Kurt Fischbeck (NIH/NINDS), who obtained them directly from the laboratory that generated these cells (H. Kim, University of Chicago) [29]. The C2C12 [30] cells were obtained from ATCC (CRL-1772) in 2011. We routinely test our cells for mycoplasma contamination. All cell lines were verified for authenticity using gene expression experiments including RT-PCR and sequencing of products (all three cell lines), RNA-Seq (S16 cells), and CAGE (MN1 cells). 

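In the RNA-Seq data of unmodified S16 cells, Pmp22, which encodes a protein of peripheral myelin, was listed at 1255 ± 5.46 RPKM (SD, n = 2 populations) and ranked 15 among the 30708 listed genes. Its libraries were at 1225 and 1293 RPKM at passage 9 and at 1216 and 1287 RPKM at passage 39, for technical replicates 1 and 2. Sox10 was at 176 ± 3.75 RPKM, with libraries between 170.7 and 183.0 RPKM. Mag was at 69.4 ± 0.146 RPKM, with 78.4 and 60.5 RPKM at passage 9 and 78.3 and 60.2 RPKM at passage 39. Egr2 was at 8.39 ± 0.297 RPKM, with 5.90 and 10.5 RPKM at passage 9 and 6.21 and 11.0 RPKM at passage 39. Gjb1, in contrast, was at 0.113 ± 0.0346 RPKM and rested on 11, 1, 14 and 2 reads in the 4 libraries. For each of these 5 genes the difference between the means of the first and the second technical replicates was larger than the difference between the means of the passages.

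**Figure D2:**
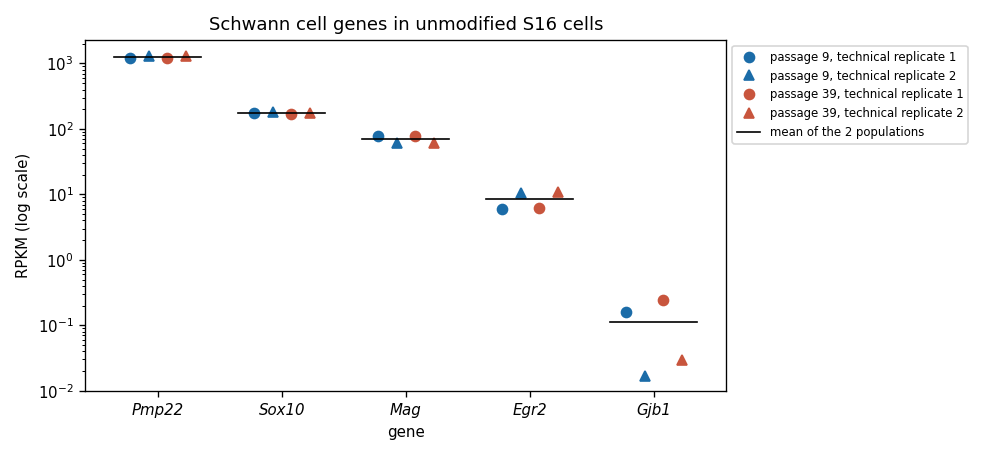
RPKM on a log scale of 5 Schwann cell genes in each of the 4 libraries of unmodified S16 cells, with colour for the passage, symbol for the technical replicate and a line at the mean of the 2 populations. Pmp22 lies between 1216 and 1293 RPKM, Sox10 lies between 170.7 and 183.0 RPKM, and Gjb1 lies at or below 0.245 RPKM.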

S16 and MN1 cells were cultured at 37 °C in 5% CO_2_ in Dulbecco’s Modified Eagle Medium (DMEM; Invitrogen) containing 10% fetal bovine serum (FBS; Invitrogen), 1X glutamine (Gibco), and 1X Penicillin/Streptavidin (ThermoFisher). S16 and MN1 cells were plated at 10,000 cells/well of a 96-well plate. The cells were transfected the following day using Lipofectamine 2000 (Life Sciences). Each well was transfected with 200 ng of pE1B [25] plasmid containing the region of interest and 2 ng of a renilla expression construct. Cells were harvested 48 h after transfection and assessed using the Dual-Luciferase Reporter system (Promega). Luciferase activity was normalized to renilla activity, and all regions of interest were compared to a control vector with no human genomic insert (‘Empty’ in figures). For transcription factor overexpression assays in S16 and MN1 cells, an additional 100 ng of the overexpression plasmid was added per well. C2C12 cells were assessed as described above with the following changes [65]: they were plated at a concentration of 5000 cells/well in a 96-well plate, and 24 h after transfection the media was changed to differentiation media: Dulbecco’s Modified Eagle Medium (DMEM; Invitrogen) supplemented with 5% horse serum (FBS; Invitrogen), 1X glutamine (Gibco), and 1X Penicillin/Streptavidin (ThermoFisher). For all luciferase assays, at least eight technical replicates across three biological replicates (*n* = 24) were performed.

### TRANSFAC analysis

The major allele of each SNP was centered within 30 bp of genomic sequence and extracted using the UCSC Human Genome Browser. The minor allele nucleotide of the candidate rSNP was substituted into the above sequence to generate the minor allele sequence. The major and minor allele sequences were then submitted to TRANSFAC using the Match tool [66]; the ‘vertebrate, non-redundant’ and ‘minimize the sum of false positive and negative error rates’ options were used. Results were visually examined and manually filtered to exclude any predicted binding sites that were identical between the major and minor allele, regardless of the core or matrix scores.

### CRISPR-mediated deletion of rSOX-4

Two guide RNAs (gRNAs) were designed and cloned into a gRNA expression plasmid (Addgene plasmid #41824) as previously described [42]. The repair template was constructed using Gibson assembly [67] and cloned into pUC19. The 5′ and 3′ homology arms were PCR-amplified from S16 genomic DNA, the blasticidin resistance cassette was PCR amplified from pCMV/Bsd (ThermoFisher - Cat no. V510-20), and the neomycin resistance cassette was PCR amplified from the hCas9 backbone (Addgene plasmid #41815) [42]. Wild-type S16 cells were cultured as described above and plated at 100,000 cells/well in a 6-well dish 24 h prior to transfection. The cells were transfected with 3 μg of total DNA [1 μg of hCas9, 1 μg of gRNA expression plasmid, and 1 μg of linearized repair template (~ 1:1:1 M ratio)] using Lipofectamine 2000. Standard growth media was replaced after 4 h of transfection, and the cells were grown for 72 h at 37 °C and 5% CO_2_. The growth media was removed, and selection media (standard growth media with 4 μg/mL of blasticidin and/or 700 μg/mL of neomycin) was added. After selection (~ 3 days for blasticidin and ~ 14 days for neomycin) the cells were expanded to a T-75 flask before flow sorting into a 96-well plate to generate clonal populations. The cells were gradually expanded over ~ 1 month, genomic DNA was harvested, and diagnostic PCR was performed using genomic- and drug-specific primers. The procedure was repeated to target any remaining wild-type alleles using a neomycin resistance repair template; however, the gRNAs had to be reversed due to indels in the remaining wild-type alleles after blasticidin selection (Additional file 9: Figure S6; i.e. gRNA1 was used in rSOX-4 Clone 2-B and gRNA2 was used in rSOX-4 Clone 1-B). Additionally, we were unable to amplify the blasticidin repair template from rSOX-4 Clone 2 following the second round of clone generation. Double-resistant clones (blasticidin and neomycin) were expanded in T-75 flasks, transiently transfected with a Cre:GFP expression plasmid (Addgene plasmid #13776) to remove the floxed drug cassettes, and flow sorted to generate clonal GFP-positive cells.

### RNA-Seq analysis of wild-type and rSOX-4 mutant cells

RNA was isolated from the three rSOX-4 mutant S16 lines, two unmodified S16 lines [one parental cell line of the rSOX-4 mutants (passage 9) and one older passage (passage 39)], and five clonal expansions of unmodified S16 cells using TRIzol extraction (ThermoFisher). mRNA libraries were generated using TruSeq (Illumina) and subjected to 50 bp single-end sequencing on a HiSeq2000. 

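The 2 libraries of each passage together had a recovered total of 75.9 ± 0.810 M reads (M, 1000000; SD, n = 2 populations), or 38.0 M reads per library on average, and these are the totals on which the RPKM values rest. The paper states about 21.5 M reads per cell line. The reads assigned to the listed genes numbered 32.9 and 28.6 M in technical replicates 1 and 2 of passage 9 and 27.2 and 33.4 M in those of passage 39, which was between 79.4% and 81.5% of each total. The 6 pairs of libraries were compared over the 11025 genes with a mean of at least 1 RPKM, on the log2(RPKM + 1) scale. Between the 2 libraries labelled as technical replicates, the SD of the log2 differences was 0.339 at passage 9 and 0.334 at passage 39, and 132 and 121 genes differed at least 2-fold. Between libraries with the same technical replicate number but of different passages, the SD was 0.0796 for the first and 0.0823 for the second technical replicates, and 1 gene differed at least 2-fold in each pair. A chi-square of the recovered reads was also computed for each gene with at least 20 reads in a pair, for which sampling noise alone gives a mean of 1. The mean chi-square per gene was 64.0 and 61.8 for the technical replicates of passage 9 and passage 39. It was 1.12 and 1.35 for the first and the second technical replicates of the 2 passages, so that these libraries differed by little more than sampling noise. This chi-square compares those libraries, not the passages.

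**Figure D3:**
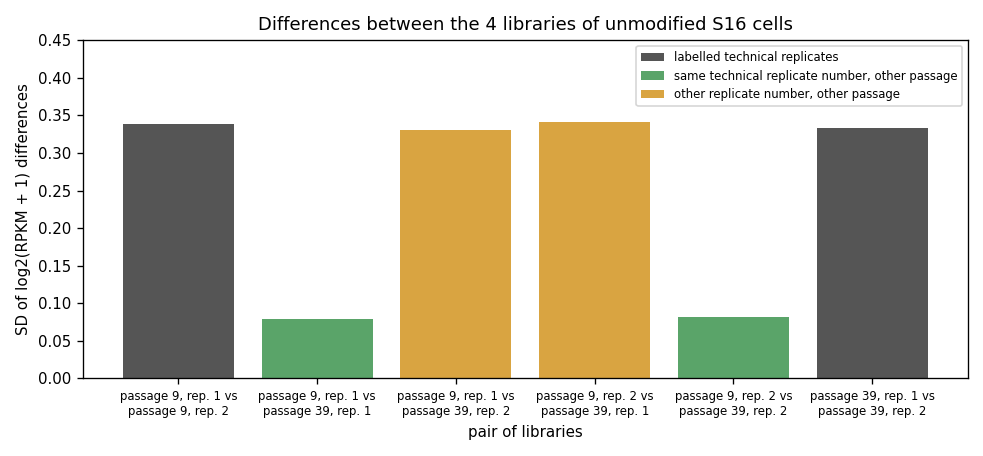
SD of the differences in log2(RPKM + 1) over 11025 genes for each of the 6 pairs of the 4 libraries, with colour for the kind of pair. The 2 pairs with the same technical replicate number lie at 0.0796 and 0.0823, and the other pairs lie between 0.331 and 0.342.

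When the 2 libraries of each passage were averaged as labelled, 1 of the 11025 genes differed at least 2-fold between passage 9 and passage 39. With a single population per passage, this difference has no replicate check. The number moved most when the libraries were grouped by technical replicate number, a grouping chosen after seeing the data, under which 121 genes differed at least 2-fold.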

Two technical replicates of the rSOX-4 mutant and two unmodified S16 lines cells were pooled and run across two sequencing lanes which resulted in ~ 21.5 million reads per cell line. The five clonally expanded S16 cells were only sequenced once. Read quality was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and reads were aligned to the rat Rnor_5.0 (Ensembl) reference genome using STAR [44]. Default parameters were used, except only uniquely mapped reads were allowed (~ 82% of total reads mapped uniquely). HTSeq [45] was used to count the number of reads per gene using default parameters with the stranded reads function disabled. Finally, differential gene expression between the rSOX-4 mutant and unmodified S16 cells was determined using DESeq2 [46]. All programs were run on the ARCTS flux servers at the University of Michigan. An identical analysis for the five clonally expanded unmodified S16 cells was performed as described above. Data for the two technical and two biological replicates of unmodified S16 cells are located on NCBI GEO (GSE81709).

### Digital droplet PCR

cDNA was synthesized from RNA extracted from the rSOX-4 mutant and unmodified S16 cells using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Each reaction contained 3.2 μL ultrapure water, 2 μL 10X random primers, 2 μL 10X RT buffer, 1 μL RNase inhibitor, 0.8 μL dNTPs, 1 μL RNA in 10 μL of water, and 1 μL MultiScribe reverse transcriptase. The reaction was incubated for 10 min at 25 °C, then 2 h at 37 °C, then 85 °C for 5 s, and finally held at 4 °C. The resulting cDNA was diluted 1:333 in ultrapure water prior to the digital droplet PCR (ddPCR). Each ddPCR contained 11.5 μL 2X ddPCR supermix (BioRad), 1 μL FAM probe, 1 μL HEX probe, 6 μL cDNA template (diluted 1:333), and 3.5 μL water. FAM probes were designed against the gene of interest while HEX probes were against the control gene (*Gapdh*). Probes and primers were ordered from IDT PrimeTime as predesigned assays for rat except for the FAM probe for *Aldh5a1*, which was custom designed using the IDT PrimerQuest tool with default parameters for two primers and one probe. ddPCRs were set up and run per the manufacturer’s instructions (BioRad), and results were analyzed using QuantaSoft software to determine the absolute quantification of each gene of interest. Significant differences between the rSOX 4-mutant and unmodified S16 cells was performed using a Student’s T-test. Each cDNA sample was assessed in four technical replicates, and the average was used in subsequent analyses. For rSOX-4 mutant cells, one cDNA sample was used for each mutant line, and all three were combined for the final analysis. For unmodified S16 cells, three independent biological replicates were assessed and combined for the final analysis.

### Cap analysis gene expression (CAGE)

The human SOX10 open-reading frame in pDONR221 (Addgene plasmid #24749) was obtained and SOX10 was cloned into pcDNA-DEST53 using LR Clonase (ThermoFisher) to generate a GFP-SOX10 expression construct. MN1 cells [29] were plated at a density of 100,000 cells per mL and transfected with the GFP-SOX10 expression construct using Lipofectamine 2000 (ThermoFisher). After 48 h, cells were harvested, suspended in PBS, and sorted into GFP-positive and GFP-negative populations using a SY3200 Cell Sorter (Sony). RNA was isolated from each cell population using the RNeasy Mini Kit (QIAGEN). A CAGE library was generated for each sample as described [47], with modifications made for compatibility with current generation Illumina sequencing platforms. Each library was sequenced on an Illumina MiSeq (4 million reads generated per library). The sequencing data was analyzed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc), filtered using TagDust2 [68], mapped using BWA [69], clustered using Paraclu [70], and visualized using BEDtools [71] and the UCSC Genome Browser [23].

### Generation of transient transgenic mice harboring rSOX-4: *LacZ*

rSOX-4 was LR cloned upstream of a *LacZ* reporter gene directed by the *HSP68* minimal promoter [52]. The plasmid was sequence verified, and the rSOX-4:*LacZ* transgene fragment was excised from the vector backbone by digestion with *Sal*I. The transgene was isolated and injected into mouse zygotes by the University of Michigan transgenic animal core, and zygotes were implanted into pseudopregnant mice. Pregnant female mice were sacrificed (CO_2_ vapor was employed because it is easy to use and is the recommended choice of the Panel of the American Veterinarian Medical Association) at embryonic day 11.5 (E11.5), and embryos were dissected and placed into 15 mL of ice cold fixative solution: 0.2% glutaraldehyde and 2% formaldehyde in PBS. Embryos were fixed for 20 min on ice and washed three times for 10 min with wash buffer: 2 mM MgCl_2_, 5 mM EGTA, and 0.02% NP40 in PBS. After washing, embryos were transferred to a 50 mL conical vial containing ~ 25 mL of LacZ staining solution: 5 mM potassium ferrocyanide, 5 mM potassium ferricyanide, and 1 mg/mL X-gal (Invitrogen) in wash buffer; X-gal was diluted to 50 mg/mL in dimethylformamide prior to addition to the staining solution. Embryos were gently rocked at 37 °C overnight in the dark. Embryos were then washed three times for 10 min each with wash buffer and imaged using a dissecting scope with QImaging camera (QICAM FAST1394) and software (Qcapture Pro Version 6).

## Additional files

Additional file 1: **Figure S1.** A computational pipeline to identify putative regulatory SNPs. The human, mouse, and chicken genomes were aligned, and genomic segments that are five base-pairs in length or greater and identical in all three species were identified to compile a panel of multiple-species conserved sequences (MCSs). Overlap between the MCS dataset and validated ‘by-frequency’ SNPs from dbSNP 142 was determined, and exons were excluded using RefSeq entries. The number of regions in each resulting dataset are indicated below the label. (AI 1127 kb)

Additional file 2: List of the 6197 SNPs residing within 6164 conserved, non-coding sequences. Columns 1 through 3 are BED file formatted hg18 coordinates of the conserved, non-coding regions. Columns 4 through 6 are BED file formatted hg18 coordinates of the SNPs residing within the identified regions. The final column is the rs ID number for each SNP.

Additional file 3: List of the pilot set of regions and SNPs from chromosome 21, 22, and X. Columns 1 through 3 are BED file formatted hg18 coordinates of the conserved, non-coding regions. Columns 4 through 6 are BED file formatted hg18 coordinates of the SNPs residing within the identified regions. The final column is the rs ID number for each SNP.

Additional file 4: **Figure S2.** Activity of a pilot set of putative regulatory elements on chromosomes 21, 22, and X in muscle (C2C12) cells. 144 genomic regions containing the major SNP allele were cloned upstream of a luciferase reporter gene and tested in the forward (blue bars; upper) or reverse (red bars; lower) orientation in C2C12 cells. The activity of each genomic segment is expressed relative to a control vector with no insert (first column) set to “1”. Dashed lines indicate a five-fold increase in activity over the control vector, and error bars show standard deviations. (AI 1152 kb)

Additional file 5: **Figure S3.** Seven regions display allele-specific differences in luciferase activity in muscle (C2C12) cells. (A) The activity of the major (black bars) and minor (grey bars) alleles of the 21 regions active in muscle cells (Additional file 4: Figure S2) were evaluated in the forward (A) or reverse (B) orientation. In both panels, the allele with higher luciferase activity was set to “100”, error bars represent standard deviations, bold and underlined text indicate the orientation(s) that were active in experiments shown in Additional file 4: Figure S2, and asterisks indicate a significant change in activity (*p* ≤ 0.05). (AI 1169 kb)

Additional file 6: **Figure S4.** TRANSFAC predictions of transcription factor binding sites within elements active in muscle cells. TRANSFAC was used to assess for allele-specific TFBS predictions between the major and minor alleles of SNP alleles that had a significant effect on luciferase activity. Results are shown for seven regions active in C2C12 cells: SC21-18 (A), SC21-27 (B), SC22-8 (C), SCX-4 (D), SCX-21 (E), SCX-45 (F), and SCX-67 (G). Thirty base-pairs surrounding each SNP allele was submitted to TRANSFAC. Dashed arrows indicate the position and direction of the predicted TFBS, the name of the transcription factor is indicated above each arrow, and the core and matrix scores are indicated at the right. Only allele-specific TFBS predictions are displayed. Underlined base pairs indicate conserved bases, and the SNP alleles are highlighted in red and bold text. (AI 1331 kb)

Additional file 7: List of the 224 SOX10 consensus sites harboring SNPs. Columns 1 through 3 are BED file formatted hg18 coordinates of the conserved, non-coding SOX10 consensus sites. Columns 4 through 6 are BED file formatted hg18 coordinates of the SNPs residing within the identified regions. The final column is the rs ID number for each SNP.

Additional file 8: **Figure S5.** rSOX-4 overlaps genomic features associated with enhancers. (A; Top) rSOX-4 (red box) overlaps histone 3 lysine 27 acetylation peaks (H3K27Ac; purple track), SOX10 ChIP-Seq peaks from rat sciatic nerve (pink track), and S16 DNase hypersensitivity peaks (S16 DNase HSS; black track). (A; Bottom) Zoomed-out browser from above to show surrounding rn5 RefSeq genes. Dashed lines to the green bar indicate the position of rSOX-4 within a gene desert. (B; Top) rSOX-22 (red box) does not overlap any genomic feature assessed. (B; Bottom) Zoomed-out browser from above to show surrounding rn5 RefSeq genes. Dashed lines to the green bar indicate the position of rSOX-22 within a gene desert. In all panels, track names are at the left, the scale for each track is indicated, and the width of each browser window is noted at the top (Kb = kilobase pairs and Mb = megabase pairs). (AI 1851 kb)

Additional file 9: **Figure S6.** CRISPR cuts all alleles in S16 cells. A wild-type specific diagnostic PCR was performed on rSOX-4 Clone 1-B and 2-B, and PCR products were sequenced. (A) A single base pair insertion (yellow box) of an adenine was identified in the remaining non-recombined alleles of rSOX-4 Clone 1-B that resides within the gRNA-1 recognition site. (B) A 79 base-pair deletion was detected encompassing the gRNA-2 cut site in rSOX-4 Clone 2-B. The yellow box represents the expected 5′ sequence, and the blue box represents the 3′ sequence. In both panels, the rn5 genome sequence is the expected sequence, and gRNA-1, SOX10 consensus site, and gRNA-2 are labeled and indicated by lines under the nucleotide sequences. (AI 1471 kb)

Additional file 10: **Figure S7.** *Tubb2b* expression is significantly reduced in rSOX-4 mutant S16 cells. An MA plot of the mean expression of every gene (dots) against the log2-fold change is shown. The mean expression is calculated as the mean of the normalized counts across all samples, and the log2 fold change is relative to unmodified S16 cells. Genes above the red line (“0”) indicate higher expression in rSOX-4 mutant cells, and genes below the red line indicate lower expression in rSOX-4 mutant cells. Red dots indicate genes significantly differentially expressed between rSOX-4 mutant, and unmodified S16 cells (*p* < 0.05). *Gmnn* and *Tubb2b* are labeled and indicated by arrows. (AI 17314 kb)

## Abbreviations

CAGE: Cap Analysis of Gene Expression
ChIP-Seq: Chromatin Immunoprecipitation Sequencing
CMT: Charcot-Marie-Tooth Disease
CRE: *cis*-acting regulatory element
ddPCR: Digital Droplet polymerase chain reaction
GWAS: Genome-Wide Association Studies
MAF: Minor Allele Frequency
rSNP: Regulatory Single Nucleotide Polymorphism
rSOX: Regulatory single nucleotide polymorphism contained within a conserved SOX10 consensus site
SC: SNP Conservation
SNP: Single Nucleotide Polymorphism
TFBS: Transcription factor binding site

How the deposited data were processed for this re-analysis (not part of the article)

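Gene expression was measured by poly(A) RNA-Seq in 2 populations of unmodified S16 cells, at passage 9 and passage 39, each with 2 libraries labelled as technical replicates. According to the paper's methods, the authors made TruSeq libraries, sequenced single ends, aligned the reads to the rat Rnor_5.0 genome with STAR, kept only uniquely mapped reads and counted them per gene with HTSeq without regard to strand. The authors deposited RPKM values for these libraries, one per gene symbol, and the paper's text does not name the gene lengths or the read totals behind them. The files point to RefSeq gene models where the methods name Ensembl. The authors tested differential expression with DESeq2 on counts. The authors' count table was not used here, so no count-based test of differential expression was run. Reads recovered from the RPKM values were used for the intervals of single libraries and for a chi-square between pairs of libraries.

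From the RPKM values, population means, their SD over the 2 populations, and differences on the log2(RPKM + 1) scale were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The log2 scale with a pseudocount of 1 RPKM understates the change of genes with low values. No symbol was listed more than once. Comparisons between libraries used the 11025 genes with a mean of at least 1 RPKM over the 2 populations. With 1 population per passage, no p-values across genes were computed. The median shift of each of 8 marker lists was placed among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries.

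Library totals and whole reads per gene were recovered from the ratios of the RPKM values. The recovery was tested on simulated libraries, in which 4 of 4 totals and the reads of 96.7% of resolved genes came back exactly, and the rest came back divided by a common factor. The simulated libraries were drawn from the recovered totals, lengths and reads themselves. They thus test the method, but cannot show that the totals recovered from the deposited values are right. In the same simulation 100% of 200 genes changed 4-fold and 0 unchanged genes passed the 2-fold threshold. The totals were between 34.2 and 41.4 M reads (M, 1000000), with a median of 38.1 M. At these totals 3 reads of a gene as long as Tubb2b, with a recovered length of 1686 bp, correspond to between 0.0430 and 0.0520 RPKM. The 95% intervals are exact Clopper-Pearson intervals and cover counting error only, since reads without molecular identifiers are not independent molecules.

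The genes named in the text follow a rule and lists written before the data were examined. They are the genes the paper names for S16 cells, in Table 4, in Fig. 8 or as genes of Charcot-Marie-Tooth disease, all beta-tubulin genes, the genes of the marker lists, genes around rSOX-4, transcription factors legible in Fig. 4a-d, and, picked from the data by the rule, the 5 genes that rose most and the 5 that fell most from passage 9 to passage 39 among genes whose technical replicates of one passage both lay above those of the other. The alternatives tried were 2 other scalings of the libraries (a common sum of 1000000, and the median ratio to the geometric mean over libraries), a pseudocount of 0.1 RPKM, other minimums of RPKM, each population left out and each library left out. Groupings by technical replicate number, a correction for gene length and other counts of the depth were added after seeing the data. The position of the SNP within the 224 SOX10 monomers of Additional file 7 was tested with a Monte Carlo chi-square test of goodness of fit with 100000 resamples.

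The sample labels were used as given. One gene that the rule covers is not reported here. The rSOX-4 mutant libraries, the clonal expansions and the CAGE data were not analysed here. No coordinates are given, because the gene table at hand was for another genome build than the one the authors used.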

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

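Of the tests in this part, those on replicate labels, library batches, library depth, the paralog of Tubb2b and few reads, and the length correction, were chosen only after the result was seen. The grouping by technical replicate number, on which the tests of the first 2 results rest, was also chosen after seeing the data.

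The libraries labelled as technical replicates differed in data that the paper does not report on separately. Between the second and the first technical replicates of both passages, 121 of 11025 genes differed at least 2-fold on the log2(RPKM + 1) scale, 80 of them lower and 41 of them higher in the second replicates. When the libraries were grouped by passage, 1 gene differed 2-fold. Several technical explanations were tested. The mean chi-square per gene of libraries with the same number was at most 1.35, against at least 61.8 for the labelled technical replicates. This value restates the pattern and cannot separate crossed replicate labels from other explanations. A library batch that follows the technical replicate number cannot be told apart from crossed labels either. Its test used the same 2 chi-square values, of which the lower was 1.12, and these compare libraries, not passages. Library depth was not the cause, since the 2 libraries closest in total had a mean chi-square per gene of 66.6. The share of reads on the 10 genes with most reads differed by 0.146 percentage points between second and first technical replicates, so a few dominant genes were not the cause either. Gene length was related to the difference across genes, with a Spearman rho of -0.42 over 11023 genes, which are not independent replicates, so that long genes tended to be lower in the second technical replicates. The rho for the difference between the passages was 0.0945. After the median difference of genes of similar length was taken away, the number of genes that differed 2-fold was 138, against 119 before among the genes with a recovered length, with 97 genes in both sets. The correction thus did not lower the number, but it is a weak check. The medians taken away lay between -0.221 and 0.282, well short of the log2 difference of 1 that a 2-fold change needs. The typical difference at a given length was thus too small to give a 2-fold difference by itself. The chi-square was not recomputed after the correction, so the part of gene length in the wider pattern remains open. If the labels were crossed, the difference between the pairs could be one between the 2 populations and thus biological, but the data do not show which pair would be passage 9 and which passage 39.

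Tubb2b was among the genes with the largest differences. From the first to the second technical replicates its log2 difference was -2.27, with -2.20 at passage 9 and -2.34 at passage 39, and it ranked 5 among the genes that fell. In RPKM, the first technical replicates were 7.03-fold above the second. Gmnn, which Table 4 gives as lower in the mutants, was 1.14-fold higher in the second technical replicates. For Tubb2b, Table 4 gives a fold change of similar size, but between the rSOX-4 mutants and the unmodified S16 cells as a whole. The value here is between unmodified libraries, so the measures are unlike, and the mutant libraries were not analysed here. The similar size therefore allows no conclusion about the paper's comparison. Scaling of the libraries did not account for the difference in Tubb2b, as it was -2.34 after median-ratio scaling. A shift of counted reads to the near-identical paralog Tubb2a did not account for it, since the summed RPKM of both genes fell from 23.6 to 15.2, a log2 ratio of -0.63. The authors kept only uniquely mapped reads, so reads that match both genes equally are in neither value. The sum cannot show whether the loss of such reads differed between the libraries. Gene length did not account for the difference in Tubb2b, which was -2.48 relative to genes of similar length. Crossed labels and a library batch, whose tests gave the values of 1.35 and 1.12 above, remain open, and the difference in Tubb2b cannot be told apart from either. A difference in Tubb2b between the populations is a hypothesis that these 4 libraries cannot separate from a library batch.

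Among 171 named genes with values that varied over the libraries, 14 had 1 library far from the other 3, relative to the range of the 4. About 1 in 20 such genes, or 8.55, would be picked out by chance for values that vary continuously, which does not hold for genes with few reads or for libraries that fall into pairs. The gap of that library over the range of the 4 was 1 for Chat, Dcn, Hdgfl1, Isl1, Mlana, Nefh, Rbfox3 and Snap25, which were above 0 in 1 library only, so that their gap is 1 by construction. It was 0.921 for Prl, 0.914 for Fam65b, 0.894 for LOC100361879, 0.863 for Cadm4, 0.855 for E2f3 and 0.834 for Nrsn1. Few reads are a candidate explanation for most of them, since 11 of the 14 genes had a mean under 0.1 RPKM, against 21 of all 171. Cadm4, E2f3 and LOC100361879 had higher means, and no explanation was tested for them. For Cadm4 the range itself was small, with libraries between 1087 and 1119 RPKM. LOC100361879 had been picked from these data for its fall by passage. No biological explanation was tested for these genes.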

How the results depend on the processing

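The number of detected genes stayed within 1.5 times its value of 10964 under the 6 alternatives run for it (2 scalings, 2 minimums and each population left out), from 8030 with a minimum of 5 RPKM to 13792 with a minimum of 0.1 RPKM. The number of genes that differed 2-fold between the passages was 1. It was 4 after rescaling to a sum of 1000000, 4 with a pseudocount of 0.1 RPKM, 0 with a minimum of 5 RPKM and 121 when the libraries were grouped by technical replicate number. Across the 4 comparisons that each left out one library it was from 13 to 17 genes. The number that differed 2-fold between second and first technical replicates was 121, and it was 328 after rescaling to a sum of 1000000 and 253 with a pseudocount of 0.1 RPKM. It stayed between 83 and 143 under the other scaling, the minimums of RPKM, the length correction and each library left out. The log2 difference of Tubb2b, -2.27, was -2.74 after rescaling, -2.75 with a pseudocount of 0.1 RPKM and -2.48 relative to genes of similar length.

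The median log2 shifts of the 8 marker lists between passages stayed inside the middle 95% of random lists under the planned scalings, pseudocounts and filters. Across the 4 comparisons that each left out one library, they ranged from -0.26 to 0.24 for myelin, -0.046 to 0.025 for immature Schwann cells, -0.12 to 0.097 for proliferation, -0.15 to 0.12 for neurons, -0.052 to 0.090 for fibroblasts, -0.065 to 0.077 for melanocytes, -0.19 to 0.22 for cholesterol synthesis and -0.053 to 0.074 for senescence. Leaving out a library gives the passages unequal mixes of first and second technical replicates, so their difference enters the passage comparison. The myelin shift was 0.24 without the first technical replicate of passage 9 and 0.22 without the second of passage 39. It was -0.26 without the second of passage 9 and -0.26 without the first of passage 39. Grouped by technical replicate number, the shift was -0.47 for myelin, -0.081 for immature Schwann cells, -0.18 for proliferation, -0.23 for neurons, -0.080 for melanocytes, -0.41 for cholesterol synthesis, 0.17 for fibroblasts and 0.064 for senescence. These shifts used only genes with a mean of at least 1 RPKM. Such genes were 3 of 14 for neurons, 3 of 9 for melanocytes and 5 of 10 for fibroblasts. Medians of so few genes do not describe the programmes of these cell types.

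The mean SD of log2 differences within labelled technical replicates was 0.336. It was 0.403 with a pseudocount of 0.1 RPKM, 0.219 with no filter, 0.328 with a minimum of 5 RPKM and 0.0809 with the crossed pairing by technical replicate number. The mean of Tubb2b, 7.01 RPKM, was 21.9 after rescaling to a sum of 1000000 and 7.16 after median-ratio scaling. Rescaling to a sum of 1000000 is mostly a change of unit, since the RPKM values of a library sum to between 315847 and 351061 as deposited. Of 9 other genes named at a claim, 9 moved by more than their SD over the 2 populations under it. After median-ratio scaling, only Mag among these 9 genes moved by more than its SD of 0.146 RPKM, although by just 0.249%. Some others of the 9 changed by a larger percentage but by less than their SD. Tubb2b, at 7.16 RPKM, also moved by more than its SD, which was 0.0219 RPKM. The total per population, 75.9 M reads (M, 1000000), was 38.0 M as a mean per library and 30.5 M as reads on listed genes per library. The p-value for the position of the SNP in the SOX10 monomers was 0.0797, and 0.230 without the ACACA sites. Keeping one site per SNP removed no site, so the p-value of 0.0797 under it is no separate check. The cause of the other changes was not tested, except for gene length. Where a library was left out, the difference between technical replicate numbers enters the passage comparison by design.

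Summing the rows of a repeated symbol gave no other value, as no symbol was repeated. With the technical replicate number as a replicate block, added after seeing the data, the passage difference of a gene is the mean of its differences within the first and within the second technical replicates. In this balanced design it equals the difference without the block by construction, and again 1 gene differed 2-fold. Within the first and within the second technical replicates 1 gene each differed 2-fold between the passages, and 0 genes did so the same way in both. The direction of the passage difference was the same in both for 51.3% of the 11025 genes. The pairing is taken from the labels, and the deviations of libraries with the same number from their passage means had a correlation across genes of 0.943. The depth limits genes with few reads, such as Akr1c19, for which differences between libraries within their 95% intervals were not detectable.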

Differences from the paper's values

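The paper's value for the depth is about 21.5 M reads (M, 1000000) per cell line. The recovered library totals summed to 75.9 M reads per population. None of the alternatives set before the data were examined concerns the depth. Taken as a mean per library, a setting chosen after seeing the values, the total was 38.0 M reads and still differed. The reads on listed genes, as a mean per library, numbered 30.5 M, also a setting chosen after seeing the values, and this was within 1.5 times the paper's value.

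The paper states that 2 technical replicates of the mutant and unmodified lines were pooled and sequenced over 2 lanes. It does not say whether the replicates were pooled within each line. The mean chi-square per gene of the libraries labelled as technical replicates was 64.0 at passage 9 and 61.8 at passage 39. Whether these values differ from what the paper describes therefore remains open.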

Other observations

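In this part, the tests and percentiles that group libraries by technical replicate number, for the myelin, cholesterol and proliferation lists and for lists matched on gene length, were chosen only after the grouping was seen in the data.

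When libraries were grouped by technical replicate number, the median log2 shift of 19 myelin genes was -0.47, with 16 of the 19 lower in the second technical replicates, averaged over both passages. The percentile of this shift among 10000 random lists matched on mean expression was 0, and its percentile among random lists matched on gene length was also 0, so neither a chance choice of genes nor gene length accounts for it. Pmp2 fell by 2.79 and S100b by 1.39 on the log2 scale, whereas Sox10 differed by 0.056 and Egr2 rose by 0.73. The 16 genes of cholesterol synthesis were all lower in the second technical replicates, with a median shift of -0.41. The shift was not confined to these lists, as 23 of 28 proliferation genes were lower, with a median shift of -0.18, and the percentile of the cholesterol and proliferation lists was 0 as well. Grouped by passage, the myelin list shifted by -0.012, at percentile 14.2. Crossed labels and a library batch by technical replicate number, with the chi-square values of 1.35 and 1.12 reported above, could both give this pattern, and it cannot be told apart from them.

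Among the beta-tubulin genes, Tubb4a was lower with Tubb2b, at 4.49 and 0.835 RPKM in the technical replicates of passage 9 and 3.99 and 0.760 RPKM in those of passage 39. Tubb2a and Tubb3 were higher in the second technical replicates, with log2 differences of 0.23 and 0.33. These 4 directions were the same after both other scalings, whereas Tubb4b and Tubb6 changed direction after both and Tubb5 changed direction after rescaling to a sum of 1000000.

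Gapdh was listed at 16.6 RPKM, at rank 4123, below other genes that every cell uses, such as Tubb5 at 789.9 RPKM, but above 31 of 77 ribosomal protein genes. The gene table of the GRCr8 build lists 81 Gapdh pseudogenes, and only uniquely mapped reads were kept by the authors. If such reads were lost, ribosomal protein genes with more annotated pseudogenes would be expected to have lower RPKM. Over 77 ribosomal protein genes Spearman's rho across genes was -0.027 (two-sided permutation test, p = 0.815), so that this relation was not seen, and the cause of the low value remains open. Among these 77 genes, 7 had a mean under 1 RPKM. Col1a1 was the gene with the highest mean, 3588 RPKM, while Col1a2 was at 0.339 RPKM.

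Among genes whose 2 technical replicates of one passage both lay above those of the other, the ones that rose most from passage 9 to passage 39, as labelled, were LOC102552502, LOC102555527, LOC102548651, LOC102555592 and LOC102547954, with log2 differences from 0.83 to 0.40. Those that fell most were LOC102550011, LOC102549322, LOC100361879, RGD1561755 and Csf2ra, with log2 differences from -0.38 to -0.26. The gene that differed 2-fold between the passages did not meet this condition. The log2 differences of the genes named here have no replicate check. The genes that rose most rested on few reads per library, from 5 in LOC102552502 to 34 in LOC102547954. Those that fell most had from 21 reads per library in LOC102550011 to 158 in LOC100361879. For each named gene, intervals of counting error overlapped between libraries of different passages. Only for LOC102547954 and LOC100361879 did some of these intervals not overlap. Counting error can thus not be ruled out as the source of these differences. In all, 685 genes had the technical replicates of one passage both above those of the other, against 9670 genes for which the same held by technical replicate number.

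Of 19 genes listed around rSOX-4, 11 were at 1 RPKM or more in every library, among them Sox4 at 35.1 ± 0.459 RPKM (SD, n = 2 populations). Of 12 transcription factors legible in Fig. 4a-d, 7 were at 1 RPKM or more in every library, while Nkx2-1, Ikzf1 and Nkx2-5 were listed at 0 in all 4.

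In the 224 SOX10 monomers of Additional file 7, oriented to the ACAAA, ACACA, ACAAT or ACAAG form, the SNP lay at position 1 in 34 sites, position 2 in 53, position 3 in 35, position 4 in 48 and position 5 in 54. Equal use of the 5 positions would give 44.8 sites each, and the departure from it was not significant (Monte Carlo chi-square test of goodness of fit, two-sided, 100000 resamples, p = 0.0797).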
